# CLK-2/TEL2 is a conserved component of the nonsense-mediated mRNA decay pathway

**DOI:** 10.1371/journal.pone.0244505

**Published:** 2021-01-14

**Authors:** Yanwu Guo, Cristina Tocchini, Rafal Ciosk

## Abstract

Nonsense-mediated mRNA decay (NMD) controls eukaryotic mRNA quality, inducing the degradation of faulty transcripts. Key players in the NMD pathway were originally identified, through genetics, in *Caenorhabditis elegans* as *smg* (suppressor with morphological effect on genitalia) genes. Using forward genetics and fluorescence-based NMD reporters, we reexamined the genetic landscape underlying NMD. Employing a novel strategy for mapping sterile mutations, Het-Map, we identified *clk-2*, a conserved gene previously implicated in DNA damage signaling, as a player in the nematode NMD. We find that CLK-2 is expressed predominantly in the germline, highlighting the importance of auxiliary factors in tissue-specific mRNA decay. Importantly, the human counterpart of CLK-2/TEL2, TELO2, has been also implicated in the NMD, suggesting a conserved role of CLK-2/TEL2 proteins in mRNA surveillance. Recently, variants of TELO2 have been linked to an intellectual disability disorder, the You-Hoover-Fong syndrome, which could be related to its function in the NMD.

## Introduction

RNA-controlling mechanisms are important, among others, for removing aberrant transcripts, repressing viral RNAs, and regulating gene expression [1,2]. Nonsense-mediated mRNA decay is one of the best characterized, and evolutionarily conserved, surveillance mechanisms, which, by degrading mRNAs carrying premature termination codons (PTCs), prevents synthesis of truncated proteins [2]. The NMD pathway monitors mRNA quality in cooperation with the translation machinery. During the first round of translation, exon-exon junction complexes (EJCs), deposited on mRNA during splicing, are removed from mRNA by elongating ribosomes. However, EJCs located “downstream” from PTCs, which remain associated with mRNA, facilitate the recruitment of a protein kinase, SMG1, which phosphorylates and activates a key NMD factor, UPF1. Activated UPF1 promotes the formation of a decay-inducing complex, eventually leading to the degradation of aberrant mRNA [2,3].

In addition to targeting aberrant transcripts, which arise from mutations or transcription errors, NMD regulates the expression of many “normal” mRNAs [4], and functional studies have implicated NMD in cellular differentiation, neural development, and stress responses [5–7]. The degradation of those transcripts often involves PTCs that emerge as the consequence of alternative splicing or through the engagement of upstream open reading frames (uORFs) [8,9]. Moreover, studies from various organisms indicate that a long 3’UTR is a common feature of many NMD targets [10,11]. Why long 3’UTRs render messages sensitive to NMD is not fully understood, and may involve diverse mechanisms [11,12]. At least some messages with long 3’UTRs appear to be protected from NMD by the association with PABPC1, which is important for many aspects of mRNA processing [13,14].

Genetic screens, performed in model organisms, identified many components of the NMD pathway. Seven of those, called *smg-1* to *-7* (*smg*; suppressor with morphological effect on genitalia), were originally identified in *C*. *elegans*, through random mutagenesis, as genes required to prevent expression of a message carrying PTCs [15–17]. Additional components of the nematode NMD were identified in later studies [18,19]. These findings were accompanied by similar discoveries in other models, for example the identification of *UPF1* to *-3* (corresponding to nematode *smg-2*, *smg-3*, and *smg-4*) in budding yeast [20]. Here, we employed an unbiased genetic screen to reexamine the *C*. *elegans* NMD pathway. In addition to known pathway components, our screen uncovered a novel player, CLK-2. CLK-2 (CLocK–biological timing–abnormality) impacts multiple cellular and developmental processes [21–23]. Its orthologs, from yeast to human, regulate telomere length and DNA damage response [24–27]. Additionally, biochemical studies demonstrated that the human counterpart of CLK-2, TELO2, functions as a scaffold for the assembly of a protein complex, the R2TP complex, which mediates the assembly of phosphatidylinositol 3-kinase-related kinases (PIKKs), such as ATM and ATR (critical for DNA damage response) and, importantly, the NMD kinase SMG1 [28,29]. Our finding, that CLK-2 functions as a key player in the nematode NMD, suggests that CLK-2/TEL2 proteins are evolutionarily conserved components of this surveillance pathway.

## Results

### Monitoring NMD induced by 3’UTR aberrations

The 3’ untranslated regions (3’UTRs) contain various RNA elements that, by recruiting diverse factors, affect mRNA fate. While studying 3’UTR elements mediating degradation by a particular endonuclease, REGE-1, we created reporter strains (using Mos1-mediated Single Copy Insertion, MosSCI [30]), wherein expression of GFP-histone H2B fusion protein is controlled by 3’UTR variants (H2B concentrates GFP fluorescence to the nuclei, facilitating visualization). These variants derived from the 3’UTR of *ets-4*, a key target of REGE-1 [31]. We observed a severely diminished GFP fluorescence in one of the reporter strains, and named the corresponding reporter as “R-1” (reporter 1). In R-1, a short fragment of *ets-4* 3’UTR (called F1S, see [31]) was inserted directly after the GFP-H2B ORF stop codon (Fig 1A). The reduced GFP fluorescence correlated with reduced levels of the corresponding R-1 mRNA (Fig 1B and 1C). We hypothesized that the short 3’UTR fragment, used in the R-1 reporter, may lack signals necessary for efficient pre-mRNA processing, thus giving rise to abnormal transcripts subjected to mRNA surveillance. Using primers matching the genomic 3’ integration site of the R-1 construct, we detected an unusually long transcript, with at least 700 nucleotide-long 3’UTR (Fig 1D), which could be targeted by NMD. Indeed, we observed that RNAi-mediated depletion of NMD players, *smg-1* or *smg-2*, allowed efficient expression of the R-1 GFP (Fig 1E). Subsequent examination of the transcriptome revealed that transcripts derived from the R-1 construct contain long 3’UTRs, which appear to undergo alternative splicing (S1 Fig), possibly rendering them NMD targets.

**Fig 1:**
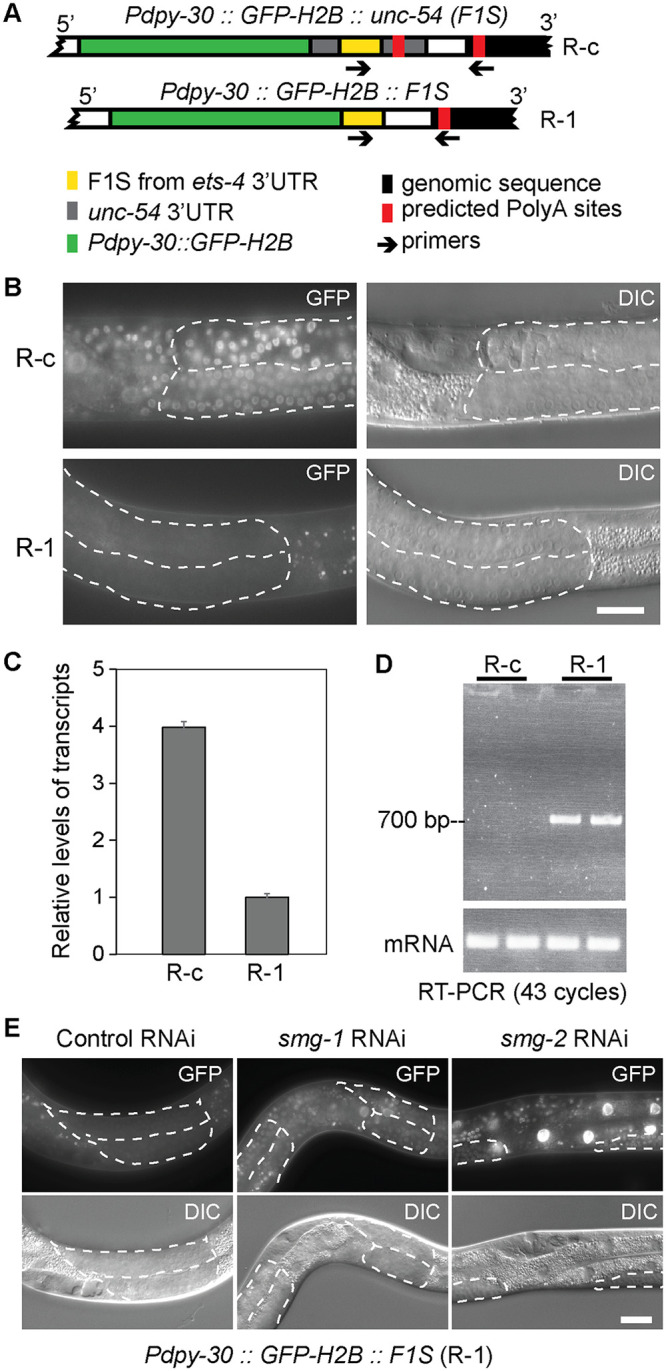
Construction of a GFP reporter strain, R-1, for the detection of NMD. **(A)** Schematics showing reporter constructs integrated into the *C*. *elegans* genome, expressing green fluorescent protein (GFP; green) fused to the histone H2B. Its expression is driven from a ubiquitous promoter, *dpy-30 (Pdpy-30)*, under the control of different 3’UTRs. A 115 bp-long fragment of *est-4* 3’UTR (F1S; yellow) was inserted either into the *unc-54* 3’UTR (upper drawing; reporter R-c), or directly downstream from the GFP-H2B open reading frame (lower drawing; reporter R-1). Arrows indicate primers, one matching the F1S sequence and the other matching genomic sequence (black) downstream from the 3’ end of the integrated construct, which were used to amplify the intervening 3’ UTR fragment. Predicted PolyA sites are indicated in red. **(B)** Partial view of animals carrying the R-c or R-1 reporters. Fluorescence micrographs are on the left, differential interference contrast (DIC) micrographs on the right. Scale bar = 20 μm. Note that the R-1 reporter is not expressed in wild-type animals. Germline tissue is highlighted by dotted lines. **(C)** RT-qPCR analysis, comparing the levels of reporter mRNAs expressed in wild-type animals. The levels of R-1 mRNA were much lower, compared to R-c mRNA. Error bars represent standard deviation. **(D)** RT-PCR, using primers indicated in A, demonstrating that the R-1 reporter yields transcripts with long 3’ UTRs, at least 700 nucleotide-long. Note that this analysis is non-quantitative. **(E)** Partial view of animals carrying the R-1 reporter. Note that the RNAi-mediated depletion of *smg-1* or *smg-2* results in de-repression of the reporter. Germline tissue is highlighted by dotted lines.

### Identifying CLK-2 as a player in mRNA surveillance

The NMD pathway has been extensively studied. Nevertheless, since GFP expression can be easily monitored in *C*. *elegans*, we decided to examine whether additional players in the NMD pathway could be uncovered using forward genetics and the above-described R-1 reporter. We used EMS mutagenesis to generate mutants; the work flow is illustrated in Fig 2A (for details see the Methods and S2 Fig). Conventional mutant-mapping strategies involve several backcrosses to remove DNA polymorphisms irrelevant to the mutant phenotype [32]. By contrast, we employed only one backcross, reducing necessary work and time substantially (S2 Fig, see Methods for additional information) [33]. Several mutants, displaying strong GFP expression, were recovered from this screen. The mutants were backcrossed to the parental strain once, and circa 30 independent F3 populations were collected and pooled for DNA extraction (S2 Fig). Following whole-genome sequencing and genetic mapping, we found that several mutations mapped to the *smg* genes (*smg-1*, *-2*, and *-6*), encoding known players in the NMD (Fig 2B and S3 Fig). Since a number of known NMD factors were not identified in this screen, we presume the screen was not saturated, i.e. additional components could be still identified through this approach.

**Fig 2:**
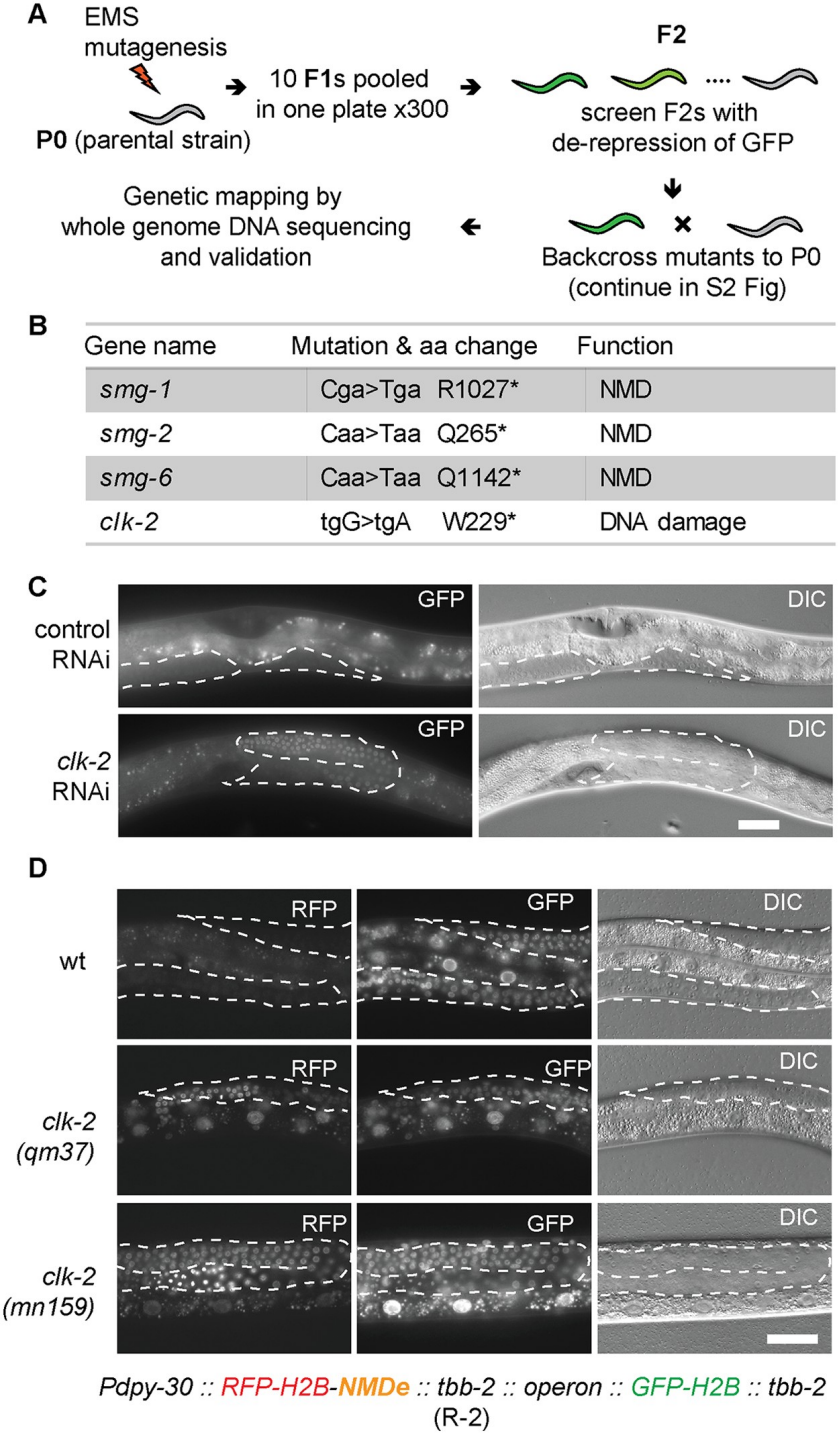
Identification of CLK-2 among NMD players, through forward genetics. **(A)** Workflow of a genetic screen for de-repression of the R-1 reporter. “P0” = parental generation; “F1, F2” = subsequent generations of the offspring. See Methods for details. **(B)** Summary of mutations identified in A. Capital letters in “Mutation” indicate mutated residues. Asterisks indicate stop codons. **(C)** Partial view of animals, carrying the R-1 reporter, subjected to *clk-2* RNAi. Scale bar = 20 μm. Germline tissue is highlighted by dotted lines. The signal in control animal comes from background gut autofluorescence. **(D)** Micrographs show partial animals, of the indicated genotypes, carrying the R-2 reporter. Scale bar = 20 μm. *Pdpy-30* is a ubiquitous promoter from the *dpy-30* gene; NMDe = NMD element. The H2B-RFP and H2B-GFP are expressed from a single operon (for details see supplementary S1 File). In wild type, the mRNA encoding H2B-RFP is degraded, due to the NMDe element, while the H2B-GFP-encoding mRNA (not subjected to NMD) is expressed. Note that, in the *clk-2* mutants, the H2B-RFP becomes expressed. Germline tissue is highlighted by dotted lines.

Nonetheless, apart from the *smg* mutants, we isolated one mutant with a weaker GFP expression (S4 Fig). This mutant was sterile, so, to map the corresponding genetic deficiency, we modified the mapping pipeline. Instead of using homozygous F3 mutants, the heterozygous progeny of F3 animals were pooled and subjected to genome sequencing (S2B Fig). To map the underlying mutations, we employed a novel mapping strategy, which is based on the density of heterozygous sequence variants introduced by EMS (S3 Fig; for detailed explanation see the Methods). This strategy could be used, in principle, for mapping sterile mutants originating from other screens and organisms. Using this strategy, the relevant mutation was identified as a nonsense mutation in the *clk-2* gene (Fig 2B). By contrast to the *smg* mutants, in which the R-1 reporter was expressed predominantly in the soma, the *clk-2* mutation resulted in mostly gonadal expression (S4 Fig), consistent with the observed sterility. Subsequently, the gonadal NMD defect was confirmed by RNAi-mediated depletion of *clk-2* (Fig 2C). The *clk-2* sterile mutants can be maintained as heterozygotes with the *hT2* genetic balancer, containing a wild-type copy of the *clk-2* gene [34].

### Confirming CLK-2 is a bona fide player in the NMD

The efficiency of NMD is target-dependent [35]. Thus, in addition to the R-1 reporter, we designed another reporter, R-2, which was inserted (by MosSCI [30]) as a single-copy transgene for ubiquitous expression in most cell types. This reporter consists of mCherry fused to the histone H2B. Following the stop codon of mCherry::H2B ORF, the construct contains a 476 nucleotide-long fragment of the *lin-41* gene (which we called NMD element, NMDe; [36]), followed by a 3’UTR from the ubiquitously expressed *tbb-2* (tubulin) gene. 

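In the Ensembl annotation of WBcel235, *lin-41* (WBGene00003026) lies on chromosome I from 9334800 to 9342496, on the minus strand, with 4 annotated transcripts. In each of them the last 2 coding exons span 9336173 to 9336443 (271 nucleotides) and 9335968 to 9336126 (159 nucleotides), with an intron of 46 nucleotides between them. Both coding parts together measure 430 nucleotides, and 476 nucleotides with the intron. The 3’UTR that follows in the gene, 1157 to 1165 nucleotides in these transcripts, is not part of this stretch.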

The NMDe consists of the last two exons and their intervening intron. Thus, following splicing, the stop codon of the mCherry::H2B ORF in the R-2 mRNA, is recognized as a PTC, triggering NMD (for additional information on R-2 see the supplemental S1 File). Thus, in the context of a functional NMD, the R-2 reporter produces no mCherry fluorescence. By contrast, in the absence of functional NMD, the reporter mRNA escapes degradation, allowing the nuclear accumulation of mCherry-H2B fusion protein (Fig 2D). In order to rapidly distinguish between the silencing of this reporter by NMD, versus a general suppression of transcription and/or translation, the R-2 reporter was engineered to be expressed as part of an operon, which additionally encodes a second, unregulated reporter (GFP-H2B), whose expression was used as a reference (Fig 2D, S5 Fig and S1 File).

The R-2 reporter was initially validated by knocking-down known NMD factors (*smg-1*, *smg-2* and *smg-5*), whose RNAi-mediated depletion resulted in de-repression of the reporter (S5 Fig). To examine the effect of CLK-2 inhibition, we crossed the R-2 reporter to existing *clk-2*^*ts*^ (temperature sensitive) mutants; *clk-2(qm37)* and *clk-2(mn125*) [22]. We observed that the reporter became de-repressed at the restrictive (25°C) temperature (Fig 2D), suggesting a more general role for CLK-2 in the NMD. 

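RNA was sequenced from synchronized young adults of 4 strains: N2, the wild type; *smg-1(rrr59)* and *smg-2(rrr60)*, from the screen for de-repression of the R-1 reporter; and *clk-2(qm37)*, a temperature-sensitive mutant. Each strain gave 2 libraries from animals kept at 20°C. N2 and *clk-2* each gave 1 further library from animals moved to 25°C for 3 hours, so the values at 25°C have no replicates. The Methods give this move, the legend of Fig 3C speaks of animals grown at 25°C, and the sample labels call it heat shock. In the deposited table, the columns taken as *clk-2* carry a name that combines the names of both temperature-sensitive *clk-2* alleles. They were matched to the *clk-2* samples because no other strain has such a name, and Fig 3C names the allele *qm37*. According to the Methods, rRNA was depleted, the reads were mapped to WBcel235 with STAR, reads with a single match were kept, and those on exons of protein-coding genes were counted. The authors deposited normalized read counts for 15106 genes. Each value was a whole number of reads divided by one size factor per library, and the whole reads were recovered for 100% of the values. The libraries at 20°C held 13755869 and 12253389 counted reads for N2, 8412266 and 10607715 for *smg-1*, 13732465 and 13772843 for *smg-2*, and 3523986 and 14209955 for *clk-2*. At 25°C, N2 had 11637545 reads and *clk-2* had 3051836. One read was thus worth 0.643 normalized counts in the deeper *clk-2* library at 20°C but 2.59 and 2.93 in the other two *clk-2* libraries, where low values are less precise. Log2 fold changes against N2 were computed with limma on log2(value + 1) in one fit of the 8 libraries at 20°C, over the 13869 genes with a mean of at least 10 normalized counts in them. Of these genes, the Ensembl annotation used here lists 191 as pseudogenes. The pseudocount of 1 understates the changes of low genes. In every pair at 20°C the replicates differed by more than the sampling noise. The chi-square of their reads over genes, which grows with depth, was 21.2 per degree of freedom for N2, 5.19 for *smg-1*, 6.48 for *smg-2* and 7.76 for *clk-2*. The Pearson correlation of their log2 values across genes was 0.976 for N2, 0.988 for *smg-1*, 0.991 for *smg-2* and 0.976 for *clk-2*.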

Then, to establish the extend of CLK-2 involvement in the NMD, we compared changes in the transcriptomes of *smg* and *clk-2* mutants. Initially, to determine mRNAs affected by the NMD, we examined (by RNA sequencing) *smg-1* and *smg-2* mutants, and observed a strong correlation between the changes in their transcriptomes (Fig 3A), consistent with shared functions. 

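The *smg-1* gene (WBGene00004879, chromosome I of WBcel235, 6900949 to 6913579, minus strand) had 2222 and 2021 normalized counts in the N2 libraries at 20°C. It had 6206 and 5817 in the *smg-1* mutant, a log2 fold change of 1.503 (standard error 0.11, adjusted p = 1.39e-05 from limma with Benjamini-Hochberg adjustment). It had 4933 and 4495 in the *smg-2* mutant, a log2 fold change of 1.15 (standard error 0.11, adjusted p = 7.54e-05 from limma). The mutated gene was thus higher, not lower, in its own mutant. The *smg-2* gene (WBGene00004880, chromosome I, 1176473 to 1190829, plus strand) had 1202 and 987 normalized counts in N2 and 1620 and 1673 in the *smg-2* mutant, a log2 fold change of 0.60 (standard error 0.12, adjusted p = 0.011 from limma). In the *smg-1* mutant, at 996 and 967 normalized counts, it was not distinguishable from N2 (adjusted p = 0.41 from limma). Another NMD gene, *smg-5* (WBGene00004883, chromosome I, 6734028 to 6736161), rose in both mutants, with log2 fold changes of 0.96 and 1.05. *smg-3* rose less (0.39 and 0.44). *smg-4* (0.049 and 0.19), *smg-6* (-0.022 and 0.0015) and *smg-7* (-0.027 and -0.032) changed little.

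**Figure D1:**
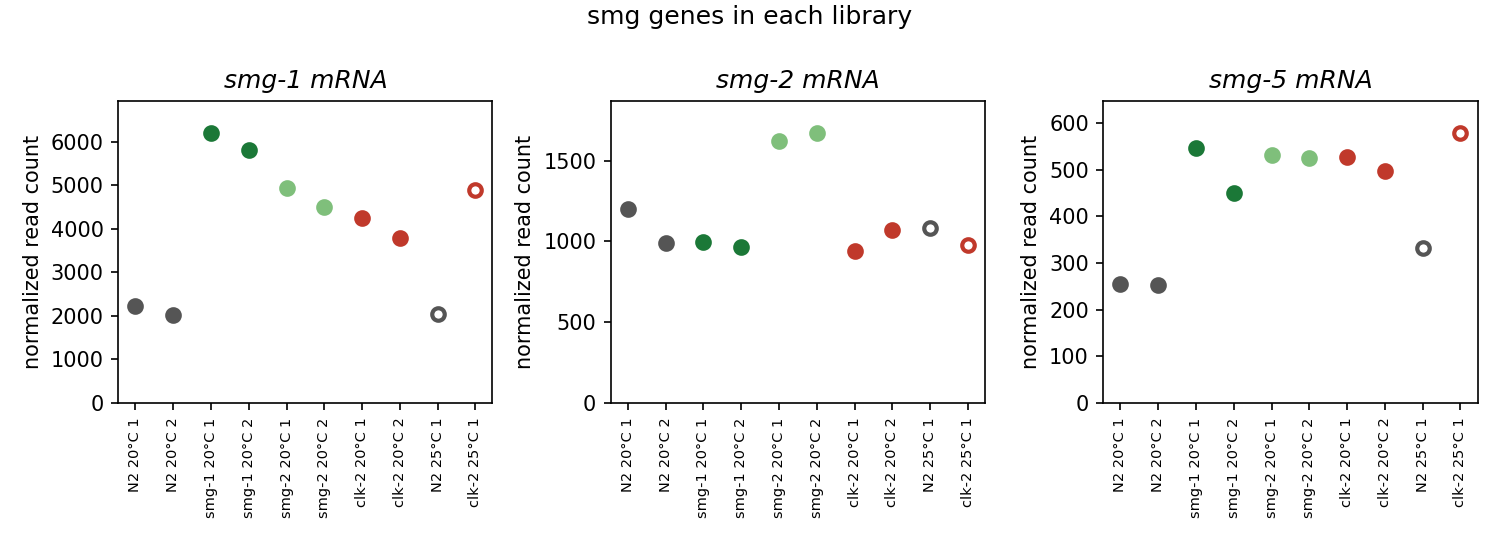
Normalized read counts of *smg-1*, *smg-2* and *smg-5* in each of the 10 libraries (filled circles, 20°C; open circles, 25°C; grey N2, green *smg* mutants, red *clk-2*). *smg-1* was at 2021 to 2222 in the 3 N2 libraries and at 3783 or more in every mutant library.

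Across the 13869 genes tested, the log2 fold changes of *smg-1* and *smg-2* mutants against N2 had a Pearson correlation of 0.84. It is a correlation across genes, which are not independent replicates, so no p-value is given. With one library of each mutant at a time, r ranged from 0.78 to 0.81 over the 4 pairs. Without the genes up-regulated in both mutants, r was 0.64. Both fold changes share the 2 N2 libraries. By Table 1 both *smg* strains also carry the same reporter transgene, which N2 lacks, so a shared background could add to r. The alternative that moved r most gave each mutant its own N2 library: r was 0.47 with *smg-1* against N2 replicate 1 and 0.69 with *smg-1* against N2 replicate 2. The *clk-2* fold changes at 20°C, against the same N2 libraries as both *smg* mutants, correlated less with those of *smg-1* (r = 0.24) and *smg-2* (r = 0.17).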

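At a log2 fold change above 1 and an unadjusted p under 0.05, the thresholds of Fig 3A, limma called 1246 genes up-regulated in *smg-1* and 951 in *smg-2* mutants. Of these, 809 were up-regulated in both, which is 64.9% of the genes up in *smg-1* and 85.1% of those up in *smg-2*. Far fewer genes fell below a log2 fold change of -1 at the same p, 170 in *smg-1*, 53 in *smg-2* and 31 in both. With p-values adjusted after Benjamini and Hochberg, 1056, 796 and 688 genes were up in *smg-1*, *smg-2* and both. The alternative that moved the counts most restricted the test to genes with a mean of at least 100 normalized counts, which left 506, 399 and 339. With the replicate number as a block, 1239, 943 and 806 genes were called. The differences between replicates correlated at -0.10 between N2 and *smg-1*, 0.096 between N2 and *smg-2* and 0.035 between *smg-1* and *smg-2*. Because the first of these was negative, a block with the *smg-1* numbers crossed was also fitted, chosen after seeing the data, and it called 1261, 949 and 813 genes. In the 809 genes the median log2 fold change was 1.85 in *smg-1* and 1.79 in *smg-2*. The gene with the largest mean change, *nep-15* (WBGene00018227, chromosome X, 8372206 to 8374529), had 11.1 ± 10.8 normalized counts (SD, 2 libraries) in N2, 1706 ± 66.1 in *smg-1* and 1462 ± 225 in *smg-2*. WBGene00015763 (chromosome V, 570571 to 571205), which the Ensembl annotation lists as a pseudogene, had 5.58 ± 0.945 in N2, 560.4 ± 45.7 in *smg-1* and 699.5 ± 34.1 in *smg-2*. The protein-coding gene *C45B2.8* (chromosome X, 6087976 to 6088412) had 15.3 ± 13.7 in N2, 1394 ± 455 in *smg-1* and 829.6 ± 216 in *smg-2*. The 2 N2 libraries differed several-fold for *nep-15* and *C45B2.8*. These 3 genes were named by a rule that required every *smg* library to lie above both N2 libraries.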

We arbitrarily selected genes up-regulated in both mutants as “NMD targets” (Fig 3B), though, presumably, many of these genes change in abundance due to indirect effects. 

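The *clk-2* gene itself (WBGene00000537, chromosome III, 7515222 to 7518524) had 598 and 485 normalized counts in N2 and 497 and 670.0 in *clk-2* mutants at 20°C, a difference within the spread of the replicates (log2 fold change 0.10, standard error 0.16). At 20°C, the median log2 fold change in *clk-2* against N2 was 0.30 for the 809 genes up in both *smg* mutants and 0.018 for all genes tested, a shift of 0.28. Limma's camera test of these genes as a set, with a preset correlation of 0.01 between genes, gave p = 1.10e-06. This p comes from limma's model across all genes, since an exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333. The targets were chosen for being above the same N2 libraries, so noise in N2 alone would tend to raise them in *clk-2* too. The camera p-values given here do not allow for this. Under the alternatives run, the shift was lowest, 0.14, on genes with a mean of at least 100 normalized counts and highest, 0.81, without N2 replicate 2. In that fit the targets were chosen against N2 replicate 1 and compared with it again. Compared with N2 replicate 2, the same targets had a shift of 0.40. With targets more than 4-fold up in both *smg* mutants it was 0.51. With the replicate number as a block the shift was 0.28, and limma's camera test with the same correlation between genes gave p = 6.21e-07. N2 and *clk-2* libraries with the same number deviated in opposite directions (correlation of the differences -0.27), and with the *clk-2* numbers crossed, a setting chosen after seeing the data, the shift was 0.29 (p = 1.03e-06 from limma's camera test). Over the 4 pairs of a single *clk-2* and a single N2 library, the shift ranged from 0.21 to 0.41 (SD 0.082). At 25°C, where there was 1 library of each, the median log2 fold change was 0.59 for the same genes and -0.067 for all genes, a shift of 0.66 with no replicate check. This lay above each of the 4 single-library pairs at 20°C. The shift at 25°C depended on the reference. Against the mean of the N2 libraries at 20°C, it was 0.44.

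**Figure D2:**
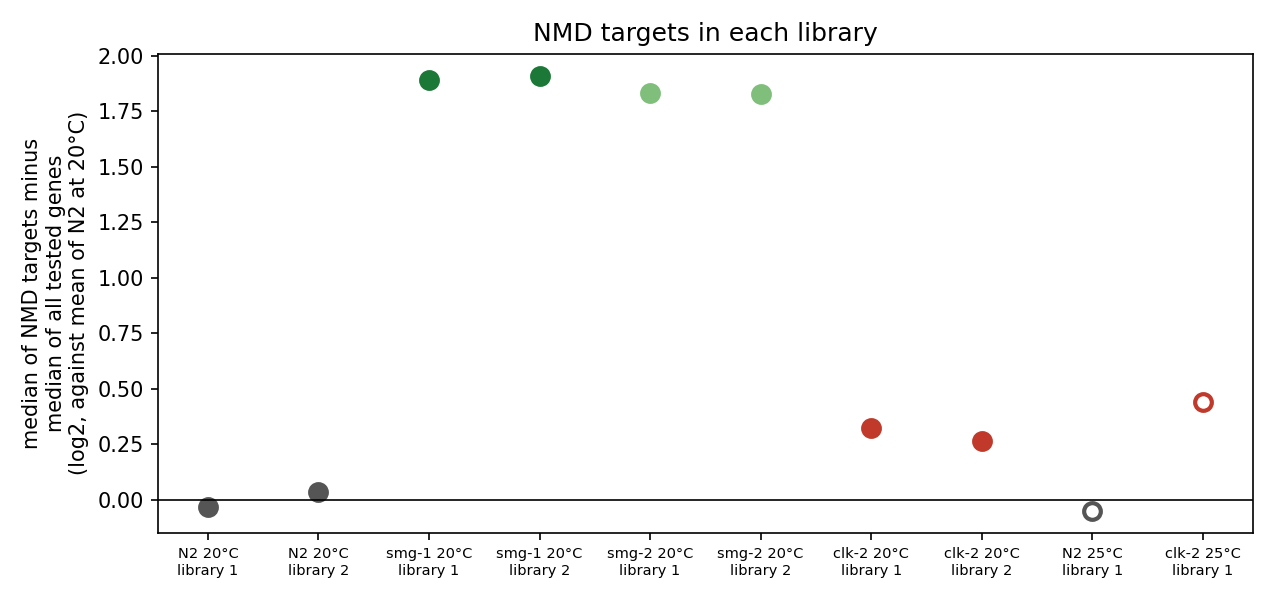
Shift of the NMD targets in each library: the median log2 difference of the 809 genes from the mean of N2 at 20°C, minus that of all 13869 genes (filled circles, 20°C; open circles, 25°C). The *clk-2* libraries sit at 0.32 and 0.26 at 20°C and 0.44 at 25°C, between the N2 libraries, at -0.051 to 0.034, and the *smg* libraries, at 1.83 to 1.91, from which the genes were chosen.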

Then, we examined these NMD targets in *clk-2*^*ts*^ mutants, and observed that they were up-regulated, particularly at the restricted temperature (Fig 3C). Thus, transcripts, whose abundance is normally reduced by SMG proteins, tend to be also reduced by CLK-2, suggesting that CLK-2 functions as a genuine player in the NMD pathway.

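The shift was a tendency of the group and did not reach every transcript. At 20°C, 548 of the 809 NMD targets (67.7%) had a log2 fold change above 0 in *clk-2*, and 177 (21.9%) were at least 2-fold up, against 8.75% of all genes tested. In 46.4% of the targets both *clk-2* libraries lay above both N2 libraries, against 29.9% of all genes and 16.7% by chance. With the p-value threshold, 174 NMD targets were up-regulated in *clk-2* and 34 were down-regulated. At 25°C, 590 targets (72.9%) were above 0 and 287 (35.5%) were at least 2-fold up, against 12.7% of all genes. *smg-1* was higher than in N2 in all mutants. In *clk-2* at 20°C its log2 fold change was 0.92 (standard error 0.11, adjusted p = 2.40e-04 from limma), just under the threshold of 1 for a call. *smg-5* had a log2 fold change of 1.01 there (standard error 0.13, adjusted p = 3.65e-04 from limma). *nep-15* had 49.2 and 49.5 normalized counts in the *clk-2* libraries at 20°C, against 3.51 and 18.7 in N2, and 79.0 in *clk-2* at 25°C. It was thus higher than in N2 at 20°C (log2 fold change 2.42, adjusted p = 0.0066 from limma), but lay well below its level in the *smg* mutants. *C45B2.8* was not distinguishable from N2 in *clk-2* at 20°C (0.58, adjusted p = 0.47 from limma). From the up-regulation of the NMD targets as a group (Fig 3C), the paper reasons that transcripts normally reduced by SMG proteins tend to be reduced by CLK-2 too, and it proposes that CLK-2 is a genuine player in the NMD pathway.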

**Fig 3:**
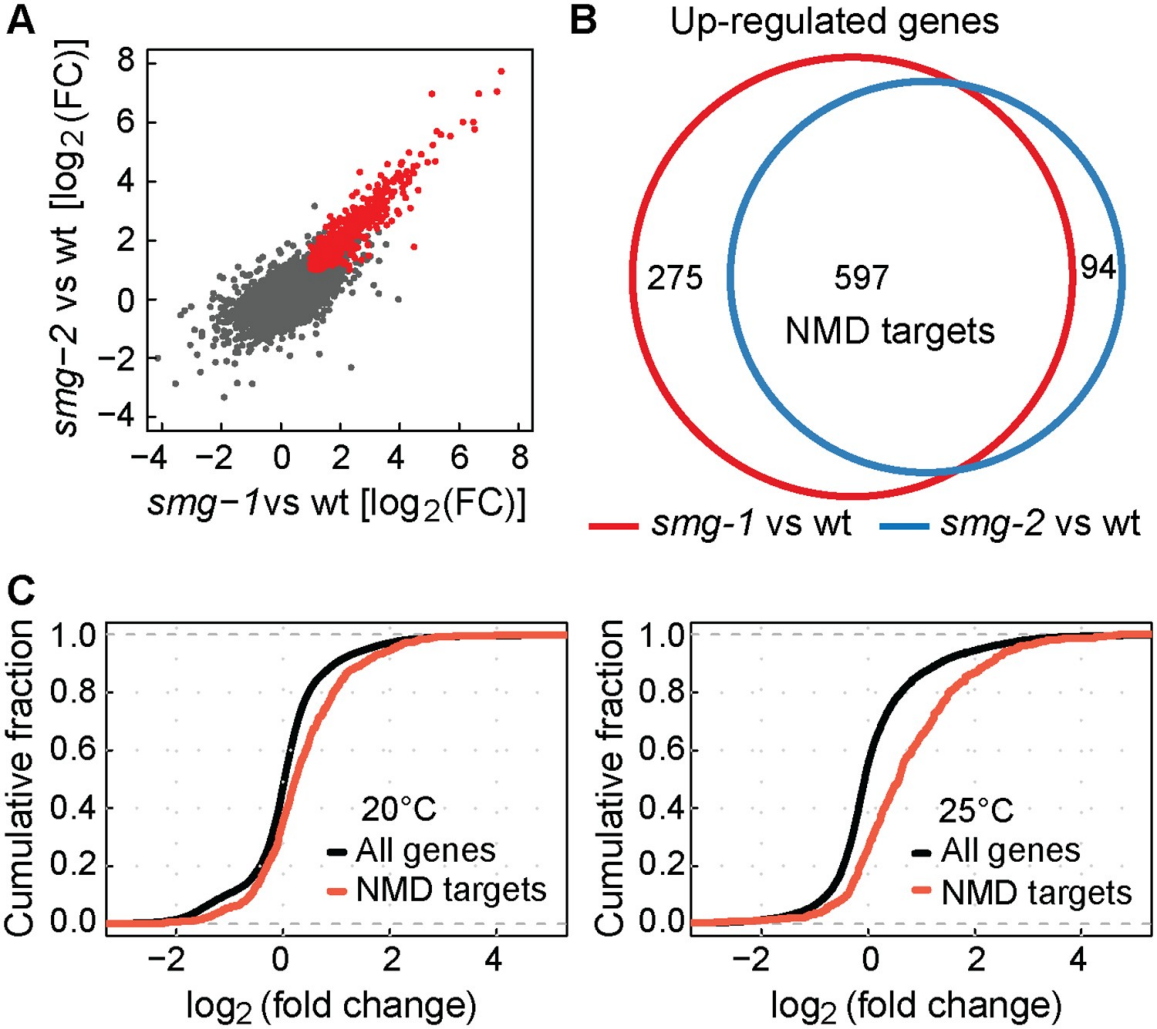
Genome-wide up-regulation of NMD mRNA targets in the absence of CLK-2. **(A)** Examination of changes in transcript levels, relative to wild type, between *smg-1(rrr59)* and *smg-2(rrr60)* mutants; correlation coefficient (*r*) of 0.838 indicates a strong correlation. In red are transcripts up-regulated at least two fold in both mutants (log2FC > 1, p-value < 0.05). “FC” = fold change. **(B)** Venn diagram highlighting the overlap between transcripts up-regulated in *smg-1*(*rrr59*) or *smg-2*(*rrr60*) mutants. The “NMD targets” are transcripts up-regulated in both mutants. **(C)** Cumulative distribution function (CDF) plots illustrating changes in the abundance of NMD targets (defined in B) in *clk-2(qm37)* mutants. Left: The animals were grown at 20°C (permissive temperature for *clk-2(qm37)*); note a modest up-regulation of NMD targets (Kolmogorov-Smirnov test, p-value < 0.0001). Right: The animals were grown at 25°C (restrictive temp.); note a stronger up-regulation of NMD targets (Kolmogorov-Smirnov test, p-value < 0.0001).

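The Kolmogorov-Smirnov statistic D, the largest gap between the cumulative curves of the NMD targets and of all genes, was 0.24 at 20°C and 0.32 at 25°C. It is given as a description without a p-value, since the test counts genes as replicates. For comparison, D was 0.099 between N2 at 25°C and N2 at 20°C, where the targets shifted by -0.051. None of 10000 random gene lists of the same size, matched on mean expression in the 8 libraries at 20°C, had a median as high as the targets, at 20°C or at 25°C. The highest list median was 0.15 at 20°C and 0.13 at 25°C. The mean used for matching included the *smg* libraries, in which the targets were chosen. Of 10000 lists matched on N2 and *clk-2* alone, a matching chosen after seeing the data, 0 reached the targets at either temperature, and the highest list median at 25°C was 0.17. For the libraries at 25°C these lists describe 1 *clk-2* and 1 N2 library, not the conditions. The targets and the *clk-2* change at 20°C shared the N2 libraries. With targets chosen by fold change alone against one N2 library and *clk-2* compared with the other, the shift at 20°C was 0.40 and 0.20 in the 2 arrangements.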

### Genetic evidence for the involvement of *C*. *elegans* R2TP complex in the NMD

The human orthologue of CLK-2, TELO2, together with its interaction partners, TTI1 and TTI2 (TELO2 interacting proteins 1 or 2), coordinates the function of so-called R2TP complex [28,37]. This complex is required for the assembly of phosphatidylinositol 3-kinase-related kinases, including SMG1 (Fig 4A) [37]. To test whether CLK-2 may function in the NMD as part of an R2TP-like complex, we targeted, by RNAi, the *C*. *elegans* orthologues of the R2TP complex components; *rpap-3*, *kin-3*, *kin-10*, *ruvb-1*, *ruvb-2*, *R10H10*.*7*, *C28H8*.*3* and *hsp-90*, and observed de-repression of the R-2 reporter upon *ruvb-1*, *ruvb-2* and *R10H10*.*7* RNAi (Fig 4B and 4C).

**Fig 4:**
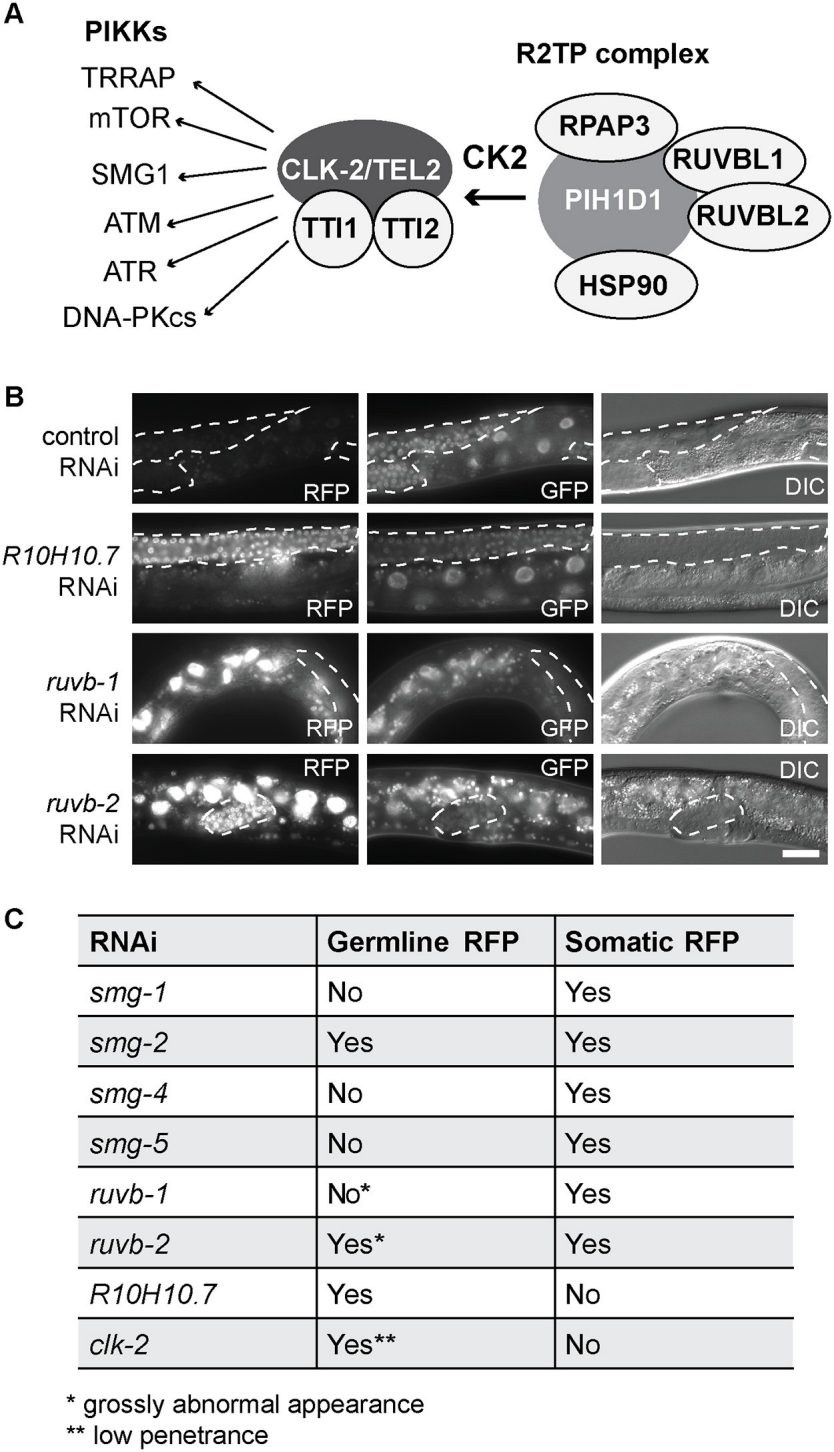
CLK-2 related factors affect the expression of NMD reporter. **(A)** Mammalian components of the R2TP complex and targeted PIKKs. Putative *C*. *elegans* counterparts are in parentheses: CK2 (*kin-3* or *kin-10*), TEL2 (*clk-2*), RPAP3 (*rpap-3*), TTI1 (*R10H10*.*7*), TTI2 (*C28H8*.*3*, with a weak similarity), SMG1 (*smg-1*), HSP90 (*hsp-90*), RUVBL1 (*ruvb-1*), and RUVBL2 (*ruvb-2*). **(B)** Partial view of animals, carrying the R-2 reporter, subjected to RNAi as indicated. Scale bar = 20 μm. Germline tissue is highlighted by dotted lines. **(C)** Summary of NMD defects, upon RNAi-mediated depletion of indicated factors, examined in animals carrying the R-2 reporter.

Interestingly, we observed that RNAi-mediated depletion of R10H10.7/TTI1 affected expression of the R-2 reporter with a tissue-specific bias, as the reporter was de-repressed primarily in the germline. The preferred de-repression of the R-2 reporter was observed also upon *clk-2* RNAi and in the *clk-2(rrr58)* mutant (Fig 4C and S4 Fig). By contrast, RNAi depletion of several *smgs (-1*, *-4 and -5)* produced the opposite effect, i.e. de-repressed the reporter primarily in the soma (Fig 4C). Finally, RNAi-mediated depletion of *smg-2* or *ruvb-2* de-repressed the reporter in both soma and germline, though *ruvb-1* and *ruvb-2* RNAi-ed germlines were grossly deformed (Fig 4B and 4C), hinting at additional roles of these proteins in germline development. Together, these results suggest that individual NMD components might function with tissue-specific bias, which is consistent with studies in mammalian cells [37,38]. To explore this is a step further for CLK-2, we tagged the endogenous *clk-2* with GFP, and observed preferentially gonadal expression (S6 Fig). Thus, in case of CLK-2, its predominant NMD function in the germline may stem from its predominant expression in this tissue.

## Discussion

The NMD pathway in nematodes, in contrast to mammals, is non-essential [39]. Consequently, previous mutagenic screens, which identified *C*. *elegans* NMD components, were biased towards non-essential genes. Here, using a screening strategy allowing the recovery of sterile mutants, we identified CLK-2 as a novel player in the nematode NMD.

Typically, candidate mutations have been identified as DNA polymorphisms present in mutant animals but not wild type. An alternative strategy is to identify candidate mutations based on their linkage to mutant SNPs. Both approaches involve selection of homozygous mutants, which, in case of sterile mutations, can be challenging, as sterile animals are often few/difficult to collect. Additionally, preparation of DNA sequencing libraries from small numbers of animals can be problematic, involving specialized protocols [40]. Here, to speed up the identification of sterile *clk-2(rrr58)* mutation, we used a novel strategy. By employing mapping based on heterozygous SNP frequency, we avoided the isolation of homozygous mutants and the need for specialized library-preparing protocols. This strategy, which we dubbed heterozygous SNP frequency-based mapping (Het-Map), may be applied generally to the mapping of sterile mutations, also in other organisms.

The CLK2/TEL2 proteins are known to function in DNA damage response and telomere metabolism in various species [21,25–27]. The mammalian TEL2, alongside the R2TP complex, is thought to do so by promoting the assembly of phosphatidylinositol 3-kinase-related kinases, PIKKs, including ATM and ATR kinases that are critical for DNA repair [41]. Among target PIKKs is also SMG1, and TELO2 phosphorylation by casein-kinase 2 (CK2) has been shown to facilitate NMD by increasing the stability of SMG1 [28,37]. Thus, TELO2 and the R2TP complex function in NMD alongside DNA damage signaling. Here, we showed that the nematode counterpart of TELO2, CLK2, also functions in the NMD, and wondered whether a nematode R2TP-like complex may be involved. While targeting the putative components of nematode R2TP complex, we observed that RNAi against some, but not all, was disrupting NMD. Therefore, either RNAi against some targets was ineffective, or the putative complex may have different composition in nematodes versus humans. In mammalian cells, a key target of TELO2 in NMD is SMG1. Interestingly, RNAi-mediated depletion of *C*. *elegans* SMG-1 resulted in de-repression of the R-1 reporter in both soma and germline (Fig 1E), while the R-2 reporter appeared to be derepressed predominantly in the soma (S5 Fig). Thus, either the germline levels of SMG-1 remained sufficient to promote NMD of the R-2 reporter, or SMG-1 promotes NMD of some, but not all, germline transcripts. Testing these scenarios will be interesting as, if the latter were true, it would imply that CLK-2 promotes NMD through multiple targets, rather than only SMG-1.

To our knowledge, tissue-specific NMD has not been reported in nematodes so far, but some observations hint at the existence of tissue-specific differences. Firstly, apart from *smg-1*, RNAi against *smg-4* or *smg-5* derepressed the R-2 reporter in the soma but not germline (S5 Fig and Fig 4C). Secondly, while testing putative R2TP complex components, we noticed that RNAi of *ruvb-1* or *ruvb-2* derepressed the R-2 reporter in both germline and soma, while RNAi against *R10H10*.*7/TTI1* apparently affected only the germline (Fig 4B and 4C). Along these lines, we observed that endogenously expressed CLK-2, tagged with GFP, was expressed predominantly in the germline (S6 Fig), and *clk-2* RNAi derepressed the R-1 and R-2 reporters in the germline but not soma. Thus, CLK-2 appears to promote NMD mostly in the germline. Curiously, although the functional null allele of *clk-2* isolated here, *rrr58*, had a similar effect on NMD (monitored with the R-1 reporter; S4 Fig), compromising *clk-2* function with the temperature-sensitive mutations derepressed the R-2 reporter in both germline and soma (Fig 2D). Whether this seeming discrepancy manifests a genuine CLK-2 function in the soma, or stems from unusual features of temperature-sensitive CLK-2 variants, remains to be clarified, before attributing CLK-2 NMD function specifically to the germline.

Concluding, our results implicate CLK-2, and putative components of the nematode R2TP complex, in *C*. *elegans* NMD. Thus, although a more comprehensive analysis is needed, it appears that some form(s) of the R2TP complex play conserved functions in both DNA repair and NMD. Intriguingly, a functional connection has been observed between NMD and DNA repair in both nematodes and mammalian cells [42,43]. How exactly and why this happens is not yet clear, but one might envisage that coregulation of both processes, via CLK-2/TEL2 proteins, could help in coordinating, and potentially fine-tuning both processes.

Recently, mutations in the human TELO2 gene have been linked to the You-Hoover-Fong syndrome [44–46]. Surprisingly, You-Hoover-Fong’s patients lack hallmarks of a DNA repair syndrome, such as cancer and premature aging [47]. Considering that mutations in the NMD pathway are known to cause intellectual disability [48], we speculate that the You-Hoover-Fong syndrome may stem from defective NMD. If so, perhaps mutations in the *C*. *elegans clk-2* could be used as model for studying this disorder.

## Methods and materials

### *C*. *elegans* strains and growth conditions

*C*. *elegans* were maintained at 20°C on 2% NGM agar plates seeded with *E*. *coli* OP50, as described previously [49]. The permissive temperature for *clk-2*^ts^ mutants was 15°C. To inactivate CLK-2 in these mutants, animals grown at 20°C were transferred to 25°C for 3 hours. For information on mutants and transgenic strains used in this study, see Table 1.

**Table 1:** Stains used in this study.

Strain	Names	Ciosklab collection#
N2 Bristol	wt (wild type)	#342
*rrrSi429[Pdpy-30*::*gfp*::*h2b*::*f1s(ets-4); unc-119(+)]II*.	R-1 NMD reporter	#1814
*rrrSi387[Pdpy-30*::*mCherry*::*h2b*::*NMDE*::*tbb-2*::*operon*::*gfp*::*h2b*::*tbb-2; unc-119(+)]II*.	R-2 NMD reporter	#1632
*rrrSi428[Pdpy-30*::*gfp*::*h2b*::*unc-54(f1s(ets-4)); unc-119(+)]II*.	R-c: unc54(f1s) 3’UTR reporter	#1844
*smg-1(rrr59)I;rrrSi482[Pdpy-30*::*gfp*::*h2b*::*f1s(ets-4); unc-119(+)]II*.	*smg-1(rrr59)*	#2178
*smg-2(rrr60)I;rrrSi482[Pdpy-30*::*gfp*::*h2b*::*f1s(ets-4); unc-119(+)]II*.	*smg-2(rrr60)*	#2179
*smg-6(rrr61)III;rrrSi482[Pdpy-30*::*gfp*::*h2b*::*f1s(ets-4); unc-119(+)]II*.	*smg-2(rrr61)*	#2180
*clk-2(rrr58)III;rrrSi482[Pdpy-30*::*gfp*::*h2b*::*f1s(ets-4); unc-119(+)]II*.	*clk-2(rrr58)*	#2181
*clk-2(mn159);rrrSi[Pdpy-30*::*mCherry*::*h2b*::*NMDE*::*tbb-2*::*operon*::*gfp*::*h2b*::*tbb-2; unc-119(+)]II*.	*clk-2(mn159)*	#2182
*clk-2(qm37)III;rrrSi[Pdpy-30*::*mCherry*::*h2b*::*NMDE*::*tbb-2*::*operon*::*gfp*::*h2b*::*tbb-2; unc-119(+)]II*.	*clk-2(qm37)*	#2183
*clk-2(syb258[clk-2*::*gfp])*	*clk-2(syb258)*	#2143

### RNAi treatment

1 mM IPTG was added to an overnight culture of RNAi bacteria. 300 μl of bacterial suspension was plated on 100 μl/ml of Carbenicillin and 1 mM IPTG-containing agar plates. The L4440 empty vector was used as a negative RNAi control. Animals were placed on RNAi plates as L1 larvae.

### Fluorescent microscopy

Fluorescent images were acquired with an AxioImager.Z1 microscope (Zeiss) equipped MRm camera (Zeiss).

### RT-qPCR

Frozen pellets of about 6000 staged, young adults were subjected to RNA extraction with TRIzol as described previously [50]. Statistical methods used to calculate P values are indicated in figure legends. The primers used for RT-qPCR are listed in the supplementary S2 File.

### EMS treatment and screen

The mutagenic chemical, ethyl methanesulfonate (EMS), was applied to the R-1 reporter-carrying strain (*rrrSi482*), according to described procedures with some modifications [49]. To facilitate the screen, 10 F1s were pooled on a single plate and F2s from 300 pools were screened. Candidate mutants, expressing the R-1 GFP, were identified with a florescent microscope.

Then, to identify underlying mutations, the isolated mutants were backcrossed to P0. In case of viable mutants, animals descending from ~30 singled homozygous F2s were used for DNA extraction. In case of the sterile mutant, heterozygous mutants were backcrossed to P0. Then, animals descending from ~30 singled heterozygous F2s were used for DNA extraction (S2 Fig). Genomic DNA was extracted using Gentra Puregene Tissue Kit 4g (Qiagen) and submitted for whole genomic DNA sequencing with HiSeq2000.

### Genetic mapping by whole genomic DNA sequencing

FastQC was used to check the quality of raw sequence data [51]. Sequence reads were aligned to the ce10 *C*. *elegans* assembly using bwa with parameters: aln -n 0.04 -t 20, but only retaining single-hit alignments (‘‘bwa samse -n 1”) [52]. The resulting alignments were converted to BAM format, sorted and indexed using ‘‘samtools” [53]. Sequence variants were identified using GATK (version 3.0). Finally, the numbers of high quality (score > = 300) single nucleotide substitutions, absent from the parental strain, were counted in sequential windows of 1 Mb to identify regions of increased variant density. VCFTOOLs were used to filter out background SNPs [54]. For viable mutants, homozygous SNPs were plotted across chromosomes to estimate the location of mutated genes. For the sterile mutant, heterozygous SNPs were used for the analysis. SnpEff was employed to annotate the effects of SNP mutations [55]. Candidate genes were confirmed by RNAi or crossed with mutants obtained from the Caenorhabditis Genetics Center (CGC).

The goal of genetic mapping is to locate phenotype-causing SNPs in the genome. The rationale behind the mapping used for viable and sterile mutant was based on SNPs introduced randomly by EMS mutagenesis. The linkage between SNPs and mutated gene is distance-dependent. SNPs that are not linked to the phenotype-causing SNP/gene are diluted after backcrossing and phenotype selection. Only SNPs that are close to the phenotype-causing SNP/gene are enriched, which is revealed by SNP analysis. In case of viable mutants with recessive mutations, the mutants were homozygous for the phenotype-causing SNPs, so all corresponding sequencing reads displayed those SNPs. However, in case of the recessive sterile mutant, the progeny of heterozygous mutant were collected. Based on Mendelian genetics, these were ¼ wild-type, ½ heterozygous, and ¼ sterile. On average, half of the corresponding sequencing reads displayed the phenotype-causing SNP and the other half the wild-type sequence. In what we called “the heterozygous SNP frequency-based mapping”, or Het-Map for short, the location of phenotype-causing mutation was pinpointed based on the increased co-occurrence between the phenotype and “heterozygous” SNPs.

### RNAseq and data analysis

Synchronized young adult worms were collected from NG 2% plates using M9 buffer. The worm pellets were frozen in liquid nitrogen before stored at -80°C. Frozen pellets of young adult worms were subjected to RNA extraction as described previously [50]. rRNA was depleted from RNA using the Ribo-Zero Magnetic Kit (MRZ11124C, Epicenter). Subsequently, RNA was purified with RNA Cleanup & Concentrator from Zymo Research. Quality of RNA was monitored by Bioanalyzer RNA Pico chip. The library was prepared using the ScriptSeq v2 RNA-Seq Library Preparation Kit (Epicentre).

FASTQC was used to check the quaility of the raw sequence data. The reads were mapped to C. elegans genome (Ensembl WBcel235) using STAR aligner with default parameters except: outFilterMismatchNmax 3,outFilterMultimapNmax 1, alignIntronMax 15000, outFilterScoreMinOverLread 0.33, outFilterMatchNminOverLread 0.33. Count matrices were generated for the number of reads overlapping with the exons of protein coding genes using summarizeOverlaps from GenomicFeatures. Gene expression levels (exonic) from RNA-seq data were quantified as described previously. The differentially expressed genes were analyzed using DEseq2 [56].

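The deposited values carry DESeq2's scaling. The size factor implied by the value of 1 read in each library, from 0.342 in *clk-2* at 25°C to 1.56 in *clk-2* replicate 2 at 20°C, equals the median-of-ratios factor computed from the recovered reads of all 15106 genes, with a largest relative difference of 2.9e-15. No gene in the table has fewer than 51 reads over the 10 libraries. DESeq2 was run on the recovered reads of the 13869 genes tested, with the thresholds of Fig 3A and unadjusted p-values, and called 1062 genes up in *smg-1*, 851 in *smg-2* and 724 in both. edgeR's quasi-likelihood test on the same reads called 1304, 983 and 848.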

To analyze the 3’UTR structure of the abnormal 3’UTR reporter, the sequence of the injection vector was used as a reference for alignment. STAR aligner was used for RNAseq data alignment [57]. The genomic data have been deposited at the GEO with accession number GEO: GSE156517.

## Supporting information

S1 Fig IGV browser view of RNAseq alignment to the integrated R-1 reporter. Top: Shown are elements of the integrated R-1 reporter. Below: Each horizontal bar represents one RNAseq read (colored reads indicate inferred insertion or deletion, according to the IGV browser). Breaks between the reads are indicative of splicing; putative introns are indicted as thin horizontal lines. The gene encoding histone H2B is present in the genome in multiple copies, hence the RNA track of H2B is much higher than of GFP (with 3 introns in the construct). Note that transcripts generated from the construct are apparently subjected to splicing in the 3’UTR region. Scale bar: 500 bp.
(PDF) Click here for additional data file.

S2 Fig Genetic mapping strategies. **(A)** Non-essential mutations: Mutants isolated from the screen were backcrossed to the parental strain (P0, carrying the R-1 reporter). Animals of the F2 generation were singled and allowed to produce F3s. Then, genomic DNA was extracted from about 30 pooled homozygous F3 populations, and subjected to high-throughput sequencing. Candidate mutations were identified by homozygous SNPs analysis. Black: Wild-type animals; green: Homozygous mutants; gray: Heterozygous mutants. **(B)** Sterile mutation: Heterozygous mutant isolated from the screen was backcrossed to the parental strain (P0, carrying the R-1 reporter). Animals of the F2 generation were singled and allowed to produce F3s. Then, genomic DNA was extracted from about 30 pooled heterozygous F3 populations, and subjected to high-throughput sequencing. Candidate mutation was identified by heterozygous SNPs analysis.
(PDF) Click here for additional data file.

S3 Fig Analysis of genomic DNA sequencing to map mutations. Plots facilitating mapping of mutations in: *smg-6(rrr61)* (**A-B**; *smg-6* is on chromosomes III.), *smg-2(rrr60)* (**C-D**; *smg-2* is on chromosomes I.), *clk-2(rrr58)* (**E-F**; *clk-2* is on chromosomes III.), and *smg-1(rrr59)* (**G-H**; *smg-1* is on chromosomes I.). Dot plots (**A, C, E, G**) show the distribution of SNPs along chromosomes; heterozygous SNPs are in red and homozygous in black. The y-axis indicates the quality of SNPs. Bar plots (**B, D, F, H**) shown the density of SNPs whose quality is above 300. The approximate location of candidate mutated genes was mapped based on these plots; a candidate mutation associates with a region bearing SNPs of high quality and density. Note that for SNPs density plot F, the heterozygous SNPs were used. For others, homozygous SNPs were used to generate the plots.
(PDF) Click here for additional data file.

S4 Fig Selected NMD mutants, *clk-2* and *smg-1*, isolated following EMS mutagenesis. Partial view of animals, of the indicated genotypes, carrying the R-1 reporter. Scale bar = 20 μm. Germline tissue is highlighted by dotted lines.
(PDF) Click here for additional data file.

S5 Fig Testing NMD with the R-2 reporter. Partial view of animals, carrying the R-2 reporter, subjected to RNAi as indicated. Scale bar = 20 μm. Germline tissue is highlighted by dotted lines.
(PDF) Click here for additional data file.

S6 Fig CLK-2 expression in the germline. Partial view of an animal *clk-2(syb258)* expressing GFP-tagged, endogenous CLK-2. Scale bar = 20 μm. Germline tissue is highlighted by dotted lines.
(PDF) Click here for additional data file.

S1 File The construct of R-2 NMD reporter. (PDF) Click here for additional data file.

S2 File Primers used in the study. (XLSX) Click here for additional data file.

# Supplementary material for: CLK-2/TEL2 is a conserved component of the nonsense-mediated mRNA decay pathway
**Source:** PLoS One. 2021 Jan 14;16(1):e0244505. doi: 10.1371/journal.pone.0244505
**Supplement:** S1 File

## Panel A

Color code for the different parts of the R-2 reporter transgene (valid for this and the following panels of this figure) followed by its unspliced sequence with untranslated and regulatory regions. Introns are shown in lowercase.

**mCherry** **linker** **H2B** **NMDe** **tbb-2 3'UTR** **operon** **GFP** **linker** **H2B** **tbb2 3'UTR**

>unspliced + UTRs\_R-2 sequence

```
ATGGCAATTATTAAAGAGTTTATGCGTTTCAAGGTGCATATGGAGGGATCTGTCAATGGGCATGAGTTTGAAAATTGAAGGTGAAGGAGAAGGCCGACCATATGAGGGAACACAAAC
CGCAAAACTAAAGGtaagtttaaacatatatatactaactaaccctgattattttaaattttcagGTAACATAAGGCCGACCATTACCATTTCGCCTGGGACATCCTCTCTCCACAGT
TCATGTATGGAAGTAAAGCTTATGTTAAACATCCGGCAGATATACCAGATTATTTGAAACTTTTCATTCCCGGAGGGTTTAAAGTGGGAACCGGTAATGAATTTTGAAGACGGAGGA
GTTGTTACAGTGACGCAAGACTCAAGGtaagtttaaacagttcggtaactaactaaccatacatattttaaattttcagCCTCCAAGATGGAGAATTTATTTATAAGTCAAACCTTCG
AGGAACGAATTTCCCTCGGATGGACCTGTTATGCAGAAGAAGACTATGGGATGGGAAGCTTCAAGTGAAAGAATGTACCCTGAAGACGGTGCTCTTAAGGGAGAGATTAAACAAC
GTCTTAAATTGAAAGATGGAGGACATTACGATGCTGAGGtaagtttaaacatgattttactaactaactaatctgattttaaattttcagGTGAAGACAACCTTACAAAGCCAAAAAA
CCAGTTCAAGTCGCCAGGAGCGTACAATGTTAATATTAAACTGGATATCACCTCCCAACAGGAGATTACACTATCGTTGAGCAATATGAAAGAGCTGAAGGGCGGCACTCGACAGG
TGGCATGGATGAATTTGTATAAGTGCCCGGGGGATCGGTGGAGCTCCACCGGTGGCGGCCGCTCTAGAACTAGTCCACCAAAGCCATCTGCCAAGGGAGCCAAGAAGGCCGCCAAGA
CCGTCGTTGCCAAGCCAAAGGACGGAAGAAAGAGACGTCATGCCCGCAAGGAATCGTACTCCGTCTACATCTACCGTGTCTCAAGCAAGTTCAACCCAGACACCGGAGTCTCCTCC
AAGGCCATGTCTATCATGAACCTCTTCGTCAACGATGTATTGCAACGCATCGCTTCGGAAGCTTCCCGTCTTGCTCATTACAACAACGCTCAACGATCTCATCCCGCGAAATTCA
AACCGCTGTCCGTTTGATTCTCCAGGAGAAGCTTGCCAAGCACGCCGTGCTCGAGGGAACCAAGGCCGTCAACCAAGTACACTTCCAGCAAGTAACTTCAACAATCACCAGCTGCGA
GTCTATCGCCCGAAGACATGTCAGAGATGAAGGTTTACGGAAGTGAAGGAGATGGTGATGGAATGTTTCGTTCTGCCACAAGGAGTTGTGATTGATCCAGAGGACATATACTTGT
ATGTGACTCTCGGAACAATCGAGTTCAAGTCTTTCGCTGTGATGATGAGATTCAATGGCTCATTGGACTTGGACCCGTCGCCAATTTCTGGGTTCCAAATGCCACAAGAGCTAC
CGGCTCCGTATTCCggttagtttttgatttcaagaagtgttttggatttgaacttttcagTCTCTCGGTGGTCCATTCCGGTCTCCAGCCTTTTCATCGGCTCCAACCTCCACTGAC
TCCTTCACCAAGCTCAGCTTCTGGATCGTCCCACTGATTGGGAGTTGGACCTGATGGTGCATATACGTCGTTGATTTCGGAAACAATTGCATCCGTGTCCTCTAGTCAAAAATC
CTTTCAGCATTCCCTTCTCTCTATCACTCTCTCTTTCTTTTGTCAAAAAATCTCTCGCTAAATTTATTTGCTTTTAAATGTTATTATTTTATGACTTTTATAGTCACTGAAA
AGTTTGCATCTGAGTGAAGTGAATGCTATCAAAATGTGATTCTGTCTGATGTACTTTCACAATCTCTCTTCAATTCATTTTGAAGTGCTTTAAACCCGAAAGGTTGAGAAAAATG
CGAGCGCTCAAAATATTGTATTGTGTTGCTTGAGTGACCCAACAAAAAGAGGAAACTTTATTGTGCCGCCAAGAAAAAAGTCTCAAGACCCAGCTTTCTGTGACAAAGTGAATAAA
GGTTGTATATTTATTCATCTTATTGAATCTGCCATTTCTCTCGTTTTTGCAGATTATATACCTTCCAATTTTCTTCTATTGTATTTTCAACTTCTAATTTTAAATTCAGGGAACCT
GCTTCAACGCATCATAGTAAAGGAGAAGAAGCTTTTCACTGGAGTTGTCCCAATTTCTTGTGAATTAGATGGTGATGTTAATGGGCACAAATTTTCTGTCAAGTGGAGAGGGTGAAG
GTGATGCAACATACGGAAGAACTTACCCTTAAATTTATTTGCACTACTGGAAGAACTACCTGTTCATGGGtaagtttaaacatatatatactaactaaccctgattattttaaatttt
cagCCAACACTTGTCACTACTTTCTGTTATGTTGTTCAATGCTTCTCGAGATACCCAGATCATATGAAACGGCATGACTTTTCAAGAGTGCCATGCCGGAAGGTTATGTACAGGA
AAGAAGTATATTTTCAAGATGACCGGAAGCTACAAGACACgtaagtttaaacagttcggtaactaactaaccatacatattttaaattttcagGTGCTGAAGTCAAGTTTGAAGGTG
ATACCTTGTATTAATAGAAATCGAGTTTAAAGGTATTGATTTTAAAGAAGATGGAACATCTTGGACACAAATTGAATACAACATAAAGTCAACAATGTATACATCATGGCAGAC
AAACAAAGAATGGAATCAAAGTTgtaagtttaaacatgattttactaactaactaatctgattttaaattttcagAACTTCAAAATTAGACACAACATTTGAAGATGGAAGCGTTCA
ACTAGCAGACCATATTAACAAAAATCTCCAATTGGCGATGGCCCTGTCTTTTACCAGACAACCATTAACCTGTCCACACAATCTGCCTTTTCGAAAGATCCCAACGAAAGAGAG
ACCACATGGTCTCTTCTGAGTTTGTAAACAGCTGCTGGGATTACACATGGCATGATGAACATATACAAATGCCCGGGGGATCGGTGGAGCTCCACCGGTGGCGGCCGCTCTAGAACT
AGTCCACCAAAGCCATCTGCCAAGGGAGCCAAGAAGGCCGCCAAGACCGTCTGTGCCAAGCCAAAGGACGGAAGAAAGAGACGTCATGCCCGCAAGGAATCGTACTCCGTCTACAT
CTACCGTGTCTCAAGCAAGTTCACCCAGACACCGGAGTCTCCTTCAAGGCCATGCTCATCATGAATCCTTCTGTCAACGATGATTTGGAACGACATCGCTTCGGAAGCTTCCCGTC
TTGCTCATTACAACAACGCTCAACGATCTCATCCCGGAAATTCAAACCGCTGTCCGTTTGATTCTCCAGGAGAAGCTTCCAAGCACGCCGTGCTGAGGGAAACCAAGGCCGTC
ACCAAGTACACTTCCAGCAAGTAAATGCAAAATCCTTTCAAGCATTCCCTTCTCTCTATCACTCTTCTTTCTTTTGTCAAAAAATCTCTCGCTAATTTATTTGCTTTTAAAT
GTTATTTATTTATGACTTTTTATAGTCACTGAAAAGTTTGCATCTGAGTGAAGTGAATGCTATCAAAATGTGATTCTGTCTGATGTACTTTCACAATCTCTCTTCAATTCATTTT
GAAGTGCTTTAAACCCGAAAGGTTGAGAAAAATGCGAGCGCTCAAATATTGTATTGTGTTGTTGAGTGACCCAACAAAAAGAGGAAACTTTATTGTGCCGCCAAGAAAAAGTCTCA
```

## Panel B

Spliced sequence of the NMD-sensitive region of the R-2 reporter.

>spliced\_R-2 sequence

```
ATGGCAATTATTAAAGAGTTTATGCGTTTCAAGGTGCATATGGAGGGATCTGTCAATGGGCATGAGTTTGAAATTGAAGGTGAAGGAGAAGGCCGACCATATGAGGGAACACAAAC
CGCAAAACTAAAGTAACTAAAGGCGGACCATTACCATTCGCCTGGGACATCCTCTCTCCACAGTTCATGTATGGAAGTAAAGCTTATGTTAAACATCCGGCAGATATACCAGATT
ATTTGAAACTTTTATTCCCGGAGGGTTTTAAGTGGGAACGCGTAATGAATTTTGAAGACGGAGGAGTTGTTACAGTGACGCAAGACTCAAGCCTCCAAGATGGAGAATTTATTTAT
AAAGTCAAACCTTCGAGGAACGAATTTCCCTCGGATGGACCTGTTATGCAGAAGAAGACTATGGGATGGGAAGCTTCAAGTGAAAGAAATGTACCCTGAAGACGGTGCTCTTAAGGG
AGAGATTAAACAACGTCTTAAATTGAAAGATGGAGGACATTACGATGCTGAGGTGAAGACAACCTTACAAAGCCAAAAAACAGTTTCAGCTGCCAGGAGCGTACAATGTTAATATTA
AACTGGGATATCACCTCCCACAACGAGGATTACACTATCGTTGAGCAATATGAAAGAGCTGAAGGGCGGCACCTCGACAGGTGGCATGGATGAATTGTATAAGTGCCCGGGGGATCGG
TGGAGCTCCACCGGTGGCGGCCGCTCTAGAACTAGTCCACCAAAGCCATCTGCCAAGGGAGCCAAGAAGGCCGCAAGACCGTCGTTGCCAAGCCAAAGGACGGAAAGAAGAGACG
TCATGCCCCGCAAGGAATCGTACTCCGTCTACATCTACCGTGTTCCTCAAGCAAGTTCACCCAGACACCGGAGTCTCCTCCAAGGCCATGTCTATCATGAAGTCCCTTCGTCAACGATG
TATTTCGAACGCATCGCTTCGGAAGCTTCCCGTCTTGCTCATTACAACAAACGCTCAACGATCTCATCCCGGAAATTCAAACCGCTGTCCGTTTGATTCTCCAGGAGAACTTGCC
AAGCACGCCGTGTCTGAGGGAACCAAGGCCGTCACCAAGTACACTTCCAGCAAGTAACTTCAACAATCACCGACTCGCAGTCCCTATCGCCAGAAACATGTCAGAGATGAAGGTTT
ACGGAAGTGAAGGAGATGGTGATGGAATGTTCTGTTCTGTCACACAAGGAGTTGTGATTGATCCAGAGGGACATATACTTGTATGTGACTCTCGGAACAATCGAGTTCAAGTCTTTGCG
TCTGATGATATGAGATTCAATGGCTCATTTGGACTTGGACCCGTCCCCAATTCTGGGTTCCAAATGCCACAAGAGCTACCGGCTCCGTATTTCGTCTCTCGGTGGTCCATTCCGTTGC
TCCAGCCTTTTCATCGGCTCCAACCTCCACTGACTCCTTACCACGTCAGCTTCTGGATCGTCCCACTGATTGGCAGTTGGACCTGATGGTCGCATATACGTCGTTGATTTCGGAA
ACAATTGCATCCGTGCTTCTAG
```

## Panel C

Conceptual translation of the NMD-sensitive region of the R-2 reporter. 

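The printed translation reads through the mCherry, linker and H2B sequence for 366 codons before the first stop codon. After this stop, 430 nucleotides of spliced *lin-41* sequence follow, which is the length of the last 2 coding exons of the gene without their intron.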

Asterisks represent STOP codons: in red, the STOP codon at the end of the coding region mCherry:linker:H2B that is recognized as a PTC by the NMD components; in green, the STOP codons in the NMDe (*i.e.*, arising from the out-of-frame last two exons of the *lin-41* sequence).

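In the reading frame of the reporter, 9 further stop codons lie in the printed sequence after the first, and 22 codons separate the first stop from the next.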

>conceptual translation\_R-2 sequence

```
M A I I K E F M R F K V H M E G S V N G H E F
ATG GCA ATT ATT AAA GAG TTT ATG CGT TTC AAG GTG CAT ATG GAG GGA TCT GTC AAT GGG CAT GAG TTT
E I E G E G E G R P Y E G T Q T A K L K V T K
GAA ATT GAA GGT GAA GGA GAA GGC CGA CCA TAT GAG GGA ACA CAA ACC GCA AAA CTA AAG GTA ACT AAA

G G P L P F A W D I L S P Q F M Y G S K A Y V
GGC GGA CCA TTA CCA TTC GCC TGG GAC ATC CTC TCT CCA CAG TTC ATG TAT GGA AGT AAA GCT TAT GTT

K H P A D I P D Y L K L S F P E G F K W E R V
AAA CAT CCG GCA GAT ATA CCA GAT TAT TTG AAA CTT TCA TTC CCG GAG GGT TTT AAG TGG GAA CGC GTA

M N F E D G G V V T V T Q D S S L Q D G E F I
ATG AAT TTT GAA GAC GGA GGA GTT GTT ACA GTG ACG CAA GAC TCA AGC CTC CAA GAT GGA GAA TTT ATT

Y K V K L R G T N F P S D G P V M Q K K T M G
TAT AAA GTC AAA CTT CGA GGA ACG AAT TTC CCC TCG GAT GGA CCT GTT ATG CAG AAG AAG ACT ATG GGA

W E A S S E R M Y P E D G A L K G E I K Q R L
TGG GAA GCT TCA AGT GAA AGA ATG TAC CCT GAA GAC GGT GCT CTT AAG GGA GAG ATT AAA CAA CGT CTT

K L K D G G H Y D A E V K T T Y K A K K P V Q
AAA TTG AAA GAT GGA GGA CAT TAC GAT GCT GAG GTG AAG ACA ACT TAC AAA GCC AAA AAA CCA GTT CAG

L P G A Y N V N I K L D I T S H N E D Y T I V
CTG CCA GGA GCG TAC AAT GTT AAT ATT AAA CTG GAT ATC ACC TCC CAC AAC GAG GAT TAC ACT ATC GTT

E Q Y E R A E G R H S T G G M D E L Y K C P G
GAG CAA TAT GAA AGA GCT GAA GGG CGG CAC TCG ACA GGT GGC ATG GAT GAA TTG TAT AAG TGC CCG GGG

D R W S S T G G G R S R T S P P K P S A K G A
GAT CGG TGG AGC TCC ACC GGT GGC GGC CGC TCT AGA ACT AGT CCA CCA AAG CCA TCT GCC AAG GGA GCC

K K A A K T V V A K P K D G K K R R H A R K E
AAG AAG GCC GCC AAG ACC GTC GTT GCC AAG CCA AAG GAC GGA AAG AAG AGA CGT CAT GCC CGC AAG GAA

S Y S V Y I Y R V L K Q V H P D T G V S S K A
TCG TAC TCC GTC TAC ATC TAC CGT GTT CTC AAG CAA GTT CAC CCA GAC ACC GGA GTC TCC TCC AAG GCC

M S I M N S F V N D V F E R I A S E A S R L A
ATG TCT ATC ATG AAC TCC TTC GTC AAC GAT GTA TTC GAA CGC ATC GCT TCG GAA GCT TCC CGT CTT GCT

H Y N K R S T I S S R E I Q T A V R L I L P G
CAT TAC AAC AAA CGC TCA ACG ATC TCA TCC CGC GAA ATT CAA ACC GCT GTC CGT TTG ATT CTC CCA GGA

E L A K H A V S E G T K A V T K Y T S S K * L
GAA CTT GCC AAG CAC GCC GTG TCT GAG GGA ACC AAG GCC GTC ACC AAG TAC ACT TCC AGC AAG TAA CTT

Q Q S P T R S P I A Q K H V R D E G L R K * R
CAA CAA TCA CCG ACT CGC AGT CCT ATC GCC CAG AAA CAT GTC AGA GAT GAA GGT TTA CGG AAG TGA AGG

R W * W N V R S S T R S C D * S R G T Y T C M
AGA TGG TGA TGG AAT GTT CGT TCG TCC ACA AGG AGT TGT GAT TGA TCC AGA GGG ACA TAT ACT TGT ATG

* L S E Q S S S S L C V * * Y E I H W L I W T
TGA CTC TCG GAA CAA TCG AGT TCA AGT CTT TGC GTC TGA TGA TAT GAG ATT CAT TGG CTC ATT TGG ACT

W T R P Q F W V P N A T R A T G S V F V S R W
TGG ACC CGT CCC CAA TTC TGG GTT CCA AAT GCC ACA AGA GCT ACC GGC TCC GTA TTC GTC TCT CGG TGG
```

S I R C S S L F I G S N S T D S F T T S A S G  
TCC ATT CGG TGC TCC AGC CTT TTC ATC GGC TCC AAC TCC ACT GAC TCC TTC ACC ACG TCA GCT TCT GGA  
S S H \* F G S W T \* W S H I R R \* F R K Q L H  
TCG TCC CAC TGA TTT GGC AGT TGG ACC TGA TGG TCG CAT ATA CGT CGT TGA TTT CGG AAA CAA TTG CAT  
P C L L  
CCG TGT CTT CTA G

How the deposited data were processed for this re-analysis (not part of the article)

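RNA was measured in 10 libraries of young adult animals: 2 each of N2, *smg-1*, *smg-2* and *clk-2* at 20°C, and 1 each of N2 and *clk-2* after 3 hours at 25°C. Samples were assigned to strains and replicates from their labels and the paper. The columns taken as *clk-2* have a name that matches no single allele of the paper. The labels call the libraries at 25°C heat shock. The permissive temperature of *clk-2* is given differently in the Methods and in the legend of Fig 3C, which uses 20°C. The labels and the paper also differ in the library kits they name.

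According to the paper, the authors depleted rRNA, prepared ScriptSeq libraries, mapped reads to WBcel235 with STAR keeping uniquely mapped reads, and counted reads on exons of protein-coding genes. In the Ensembl annotation used here, 191 of the genes tested below are pseudogenes and 13554 are protein-coding. The deposited values are a signal per gene and library: read counts that the authors divided by one size factor per library. The values of each library are whole multiples of one step, and 100% of them gave whole reads. The table holds 15106 genes, and 0 of its columns were left without a sample. Of the gene IDs, 14967 were in the annotation and 14720 had a symbol in the table of gene names. Reads with several matches were dropped by the authors, so genes with near-identical copies, such as the *msp* genes, are measured on their unique parts, and overlapping or antisense genes are uncertain because no strand setting is stated.

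From these values, log2(value + 1) was analysed with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend), with the 8 libraries at 20°C in one fit, on the 13869 genes with a mean of at least 10 in them. A gene was called up at a log2 fold change above 1 and down below -1, with an unadjusted p under 0.05, after Fig 3A. Genes up in both *smg* mutants are the NMD targets. Their shift in *clk-2* is their median log2 fold change minus that of all genes tested. At 20°C it was tested with limma's camera (correlation between genes 0.01), and at both temperatures it was set beside 10000 random lists matched on mean expression in the 8 libraries at 20°C in 50 bins. Matching on N2 and *clk-2* alone was added after seeing the data. The 25°C libraries have no replicates and no test. The main design has no replicate block. Replicate numbers come from the labels, which do not say that equal numbers were grown or prepared together. edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives.

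The scripts were tested on simulated reads for 13869 genes with 200 of them changed. limma recovered 98.5% of the changed genes and called 10 unchanged ones, edgeR recovered 99.0% and called 11, and DESeq2 recovered 98.0% and called 4. A shift of 0.5 put into the changed genes came back as 0.51. It was measured on the genes known to be changed, not on genes called up in the simulated *smg* libraries. The changed genes were raised well past the threshold of a call, and noise was drawn for each gene on its own. The simulation therefore cannot show a bias from choosing targets with shared N2 libraries, nor how well smaller changes are recovered.

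Library totals ran from 3051836 to 14209955 reads. In the shallowest library 1 read was worth 2.93 normalized counts, and 222 genes had no read. Alternatives set before the data were examined were other pseudocounts (0.1 and 10), no filter and a mean of at least 100, adjusted p-values, separate fits per mutant, the replicate block, quantile normalization, edgeR, DESeq2, fold change alone, leaving out each library at 20°C, comparisons that share no N2 library, a stricter definition of the targets, and N2 at 20°C as the reference for 25°C. Thinning the reads to the shallowest library, crossing the replicate numbers of *clk-2* and *smg-1*, and DESeq2 on all deposited genes were chosen after seeing the data. DESeq2 was tried on all deposited genes with 16 settings, which combine all libraries or each mutant with N2 alone, a prior on fold changes or none, DESeq2's filtering or none, and adjusted or unadjusted p-values. The ranges of genes up in one *smg* mutant only are given over all 16, and the counts of single settings for a part of them. Genes named were those the paper names, the 5 NMD targets with the largest and the 5 genes down in both *smg* mutants with the lowest mean change with every *smg* library beyond both N2 libraries, and the 5 with the largest and the 5 with the lowest change in *clk-2* at 20°C with both *clk-2* libraries beyond both N2 libraries. A part of these is described, with at most 2 IDs each way printed for genes without a known name. GC content was not checked, since no genome sequence was used here. Groups of 2 libraries allow no test over other splits of the samples and no check for outlying samples.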

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

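The tests of depth on the *msp* genes, of linked variants on chromosome III and of the *pud* genes were chosen only after the results were seen. The paper reports on the NMD targets in *clk-2*. In *clk-2* at 20°C, 1427 genes were down, 34 of them NMD targets, and 993 genes that are not NMD targets were up. For comparison, 743 genes were at least 2-fold lower in N2 replicate 1 than in N2 replicate 2 and 106 were higher, while 972 genes were at least 2-fold lower in both *clk-2* libraries than in both N2 libraries and 488 were higher. By chance both libraries of one strain lie above both of the other, with no minimum distance, for 16.7% of genes. Genes down at 20°C had a median log2 fold change of -0.66 at 25°C, and genes up had 1.87. One explanation tested was variants linked to *clk-2*. On chromosome III, where *clk-2* lies, 12.7% of the genes tested were changed, the lowest share of the 6 chromosomes, against 23.3% on chromosome IV. Changed genes were thus not concentrated on chromosome III as a whole. The share cannot decide on linked variants, which could change a few genes near *clk-2* or genes on other chromosomes. The other was a difference in stage or germline state between the strains. The 30 *msp* genes, which encode major sperm proteins, had a median log2 fold change of -1.93 in *clk-2*, with 29 of them called down and 0 up, and the change was below -1 in all 4 pairs of libraries (from -2.23 to -1.78). A difference in germline state between the strains may therefore underlie part of the changes; what the mutation does to each gene and what the state of the animals does cannot be told apart here. The family also fell in *smg-1* (-0.80) and *smg-2* (-0.59), with the same sign under quantile normalization, TMM and thinned reads.

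The lower level of the *msp* genes was not confined to the shallow *clk-2* replicate 1. In the deep replicate 2 the median difference from N2 was -2.004, and with quantile normalization, TMM and thinned reads the median change was -1.89, -1.92 and -1.95. At 25°C it was -1.46 against N2 at 25°C. The *msp* genes are near-identical copies, and reads that match several of them were dropped, so single members are uncertain. No biological explanation beyond the strain was tested.

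*pud-3* and *pud-4* (chromosome V, 2324634 to 2325152 and 2326678 to 2327282) moved in opposite directions in the mutants. *pud-3* had 145 ± 27.2 normalized counts (SD, 2 libraries) in N2, 12.2 ± 14.2 in *smg-1* and 19.9 ± 10.2 in *smg-2*, but 2136 and 2897 in *clk-2* at 20°C and 2286 at 25°C. *pud-4* had 61.7 in both N2 libraries, 3.19 to 17.6 in the *smg* libraries, and 867 and 964 in *clk-2*. The difference itself, *clk-2* against the mean of the *smg* mutants in the same fit, was 7.59 for *pud-3* (adjusted p = 1.40e-05 from limma) and 6.63 for *pud-4* (adjusted p = 1.32e-05 from limma). In 0 of the 24 comparisons of single libraries did a change take the other sign, but the genes were chosen for this pattern, so the count shows no stability. The difference between *clk-2* and the *smg* mutants uses no N2 library. In N2 at 25°C, a library that took no part in the choice of the genes, *pud-3* was at 242 and *pud-4* at 56.4 normalized counts, between the *smg* and the *clk-2* libraries. In *smg-2*, the fall of *pud-3* with a pseudocount of 0.1 and that of *pud-4* with thinned reads had an adjusted p of 0.05 or more. In all, 6 genes were down in both *smg* mutants and up in *clk-2*. They are *pud-3*, *pud-4*, *pud-2.2*, *ddn-1*, *B0507.8* and *F59C6.18*, of which the last 4 were chosen after their values were seen. Strain background was not separated from the mutations, so the pattern cannot be told apart from it.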

How the results depend on the processing

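The shift of the NMD targets in *clk-2* at 20°C stayed above 0 under every alternative run, from 0.14 to 0.81, and the camera p ran from 2.03e-08 to 6.73e-04 in the alternatives that have a test (limma). All of these tests reuse the N2 libraries against which the targets were chosen. With no N2 library shared between the choice of the targets and the comparison, the shift was 0.40 with the targets from N2 replicate 1 and 0.20 with those from replicate 2. These arrangements have no test. Over the 8 fits that each left out one library it ran from 0.24, without N2 replicate 1, to 0.81, without N2 replicate 2. In both of these fits the targets are chosen against a single N2 library and compared with it again. The same targets compared with the other N2 library gave 0.40 in place of the 0.81, and 0.20 in place of the 0.24. Much of the 0.81 thus depends on comparing the targets with the N2 library they were chosen against. The shift at 25°C stayed above 0 throughout. It was 0.48 with a pseudocount of 10, 0.50 with a mean of at least 100, 0.44 with quantile normalization, 0.94 with targets more than 4-fold up and 0.44 against N2 at 20°C, and ran from 0.52 to 1.13 over the fits that left out one library. The cause of these moves at 25°C was not tested.

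The correlation between *smg-1* and *smg-2* fold changes was 0.83 without a filter, 0.86 with a mean of at least 100, 0.81 with quantile normalization, and 0.81 to 0.88 over the fits that left out one library. It was 0.47 and 0.69 when each mutant had its own N2 library. Thinned to the shallowest library (chosen after seeing the data) it was 0.78, and with DESeq2 on all deposited genes and no prior on fold changes, also chosen after seeing the data, 0.82 with all libraries and 0.82 with each mutant and N2 alone.

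With a mean of at least 100, the genes up in *smg-1*, *smg-2* and both were 506, 399 and 339, those down in both 8, and those up and down in *clk-2* 362 and 696. The genes down in both *smg* mutants, 31 with the main setting, were 19 with a pseudocount of 10, 14 with adjusted p-values, 76 with quantile normalization and 14 with DESeq2 on all deposited genes and its adjusted p. That setting also called 676 genes up in *clk-2*. Of the 16 DESeq2 settings tried on all deposited genes, those with adjusted p-values called 822 genes up in *smg-1* with each mutant and N2 alone and no filtering, and 828 with a prior on fold changes and all libraries. With the prior and each mutant and N2 alone, the genes up in *smg-1*, *smg-2* and both were 751, 567 and 495 with adjusted p-values, 741, 567 and 493 without filtering, and 784, 567 and 497 with unadjusted p-values, with or without filtering. By fold change alone, 40 genes were down in both, and 36 to 139 over the fits that left out one library, the highest without N2 replicate 1. Quantile normalization moved the median of all genes to -0.11 in *smg-1* and -0.10 in *smg-2*, and the share of higher among genes changed at least 2-fold from 87.8% to 68.7% in *smg-1* and from 93.7% to 78.0% in *smg-2*. Without N2 replicate 1 these shares were 77.3% and 74.2%. For *clk-2*, the share was 45.6% with the main setting and 34.6% with a mean of at least 100. Without N2 replicate 1 it was 38.1%, and without *clk-2* replicate 1 it was 42.9%. It was 50.9% without N2 replicate 2, 50.3% without *clk-2* replicate 2 and 50.0% with thinned reads. The excess of lower genes in *clk-2* thus depended on the libraries and the setting.

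The counts with the replicate number as a block differed little from those without: 1158 genes were up and 1424 down in *clk-2*. With the *clk-2* numbers crossed they were 1177 and 1426, and with both *smg-1* and *clk-2* numbers crossed 1189 and 1432. The correlation between the *smg* mutants has no fit with a block of its own, since in this balanced design a block leaves the fold changes as they are. The fold changes of *smg-2* and of *clk-2* in *clk-2* mutants are near 0 and changed sign in some of the fits that left out one library. That of *smg-2* ran from -0.26 to 0.026 and that of *clk-2* from -0.12 to 0.31. Of the 542 fold changes of named genes under alternatives with a test, 532 kept their direction and their side of an adjusted p of 0.05, and 10 kept their direction but had an adjusted p no longer under 0.05. In 9 of these 10 the fold change itself was at least as large as with the main setting. Of the 10, 7 were those of *unc-119* in the *smg* mutants, which had 27 and 21 reads in N2, and the others were *lin-41* in *clk-2* fitted with N2 alone and *pud-3* and *pud-4* in *smg-2*. Among the 542, other filters, separate fits and replicate blocks leave a fold change as it is. There the direction was fixed in advance and only the p could move. In the 312 values from fits that left out one library, the 3 changes of sign were those of *smg-2* and *clk-2* just given; with groups of 2 such a fit cannot move a fold change by more than the replicate SD, so the size of these moves shows no stability.

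Depth limits the low genes in *clk-2* replicate 1 and in *clk-2* at 25°C, where 159 and 222 genes had no read. With all libraries thinned to the shallowest, the shift was 0.38 at 20°C and 0.64 at 25°C. No group has more than 2 libraries.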

Differences from the paper's values

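The counts of genes up in one *smg* mutant only differed from the paper's by more than 1.5 times. Genes up in *smg-1* only numbered 437, and the paper's Fig 3B shows about 280. Of the alternatives set before the data were examined, a pseudocount of 10 (338), adjusted p-values (368), separate fits per mutant (414), quantile normalization (314) and DESeq2 on the genes tested (338) fell within 1.5 times of the paper's count. A pseudocount of 0.1, no filter, a mean of at least 100, the replicate block, edgeR and fold change alone did not. Genes up in *smg-2* only numbered 142, and the paper's Fig 3B shows about 94. A pseudocount of 10 (106), adjusted p-values (108), the replicate block (137), quantile normalization (123), edgeR (135) and DESeq2 (127) fell within 1.5 times of it, while a pseudocount of 0.1, no filter, a mean of at least 100, separate fits and fold change alone did not. DESeq2 on all 15106 deposited genes was also tried with 16 settings, chosen after seeing the values. Genes up in *smg-1* only ranged from 247 to 357, within 1.5 times of the paper's count in all 16, and genes up in *smg-2* only from 70 to 142, within 1.5 times in 14. With all 10 libraries, DESeq2's filtering, no prior and its adjusted p, 275 genes were up in *smg-1* only, 94 in *smg-2* only and 597 in both. The same setting without filtering gave 279, 88 and 603. Both came near the paper's counts, read from Fig 3B as about 280, 94 and 600. The legend of Fig 3A names a p-value without an adjustment.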

Other observations

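The tests of depth on the shift, on the *pals* genes and on the *hsp-16* genes and the test of stage between the N2 libraries were chosen only after the results were seen, as were the lists matched without the *smg* libraries. The share of NMD targets among pseudogenes had been seen before it was set beside matched lists. For the shift of the NMD targets in *clk-2* at 20°C, shared N2 libraries were one technical explanation. With no library shared the lower of the 2 shifts was 0.20, above 0. Expression level was another, and the share of matched lists that reached the targets was 0.0001, the smallest that 10000 lists can give, at 20°C and, with 0.0001 again, at 25°C. That matching used the mean of the 8 libraries at 20°C, which the *smg* libraries raise for the targets. With lists matched on N2 and *clk-2* alone at each temperature the share was 0.0001 at both, again the smallest they can give, and the lists had median values of 0.050 at 20°C and 0.032 at 25°C. Lists of either kind could include targets. With genes of a mean of at least 100, the shift at 20°C was 0.14. The lower depth of the *clk-2* libraries was also tested. With thinned reads the shifts were 0.38 and 0.64, so depth did not make them. A difference in stage or germline state between the strains was not tested as an explanation of the shift. In *clk-2* against N2, the 110 cuticle collagen (*col*) genes had a median log2 change of 0.41 at 20°C and 1.39 at 25°C. For the 6 *vit* genes it was -0.33 and -1.81. The values at 25°C come from 1 library of each strain. The correlation between the *smg* mutants fell to 0.47 in one arrangement with no N2 library shared, so part of it may come from the N2 libraries that both share. It did not fall to the level set for comparison, the correlation of *clk-2* at 20°C with *smg-1* (0.24, with shared N2 libraries). By Table 1 both *smg* strains also carry the same reporter transgene, which N2 lacks. A shared background could raise the correlation and the overlap of the *smg* mutants, and it was not separated from the mutations. At 25°C, with an N2 library of its own, *clk-2* correlated at 0.36 with *smg-1* and 0.20 with *smg-2*. The shift was 0.38 higher at 25°C than at 20°C. A change in N2 was tested as its source, and the NMD targets shifted by -0.051 in N2 from 20°C to 25°C. Within *clk-2*, the shift from 20°C to 25°C was 0.16. By means in place of medians, N2 contributed -0.066 to a rise of 0.18. Against N2 at 20°C the shift at 25°C was 0.44, and 0.50 and 0.39 against its replicates 1 and 2, so the size of the rise depends on the measure. With 1 library each, the rise at 25°C cannot be told apart from variation between libraries or from the N2 reference.

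The N2 replicates differed, and N2 and *clk-2* libraries with the same number deviated in opposite directions. The 110 *col* genes, which encode cuticle collagens, were higher in N2 replicate 2 than in replicate 1 by a median of 0.91 (log2), and by 0.88 with quantile normalization, 0.89 with TMM and 0.92 with thinned reads. The 30 *msp* genes were higher by 0.36, and the 6 *vit* genes lower, by -0.28. A difference in stage between the N2 libraries is a candidate explanation, but the size that was to count was set after this value was seen, so the pattern cannot be told apart from other differences between the libraries.

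Pseudogenes stood apart. Of 191 annotated pseudogenes tested, 127 (66.5%) were NMD targets, against 4.86% of the 13554 protein-coding genes and a median of 6.28% in matched lists of other genes (share of lists reaching it 0.0001, the smallest they can give). Matched without the *smg* libraries, the lists held a median of 13.1% (share again 0.0001, the smallest they can give). Pseudogenes made up 15.7% of the NMD targets. If *clk-2* reduced the decay of such transcripts, they would be higher there too. At 20°C the 191 pseudogenes as a set were not. The set includes 64 that were not NMD targets, and the 127 that were targets were not tested apart, so the question stays open for those. The median log2 fold change of the set was 0.044 against 0.070 in the lists, and 0.72 of the matched lists reached it, or 0.61 of those matched without the *smg* libraries. At 25°C it was 0.42 against 0.048 in the lists (share 0.0001, the smallest they can give), in 1 library of each strain. Of the 10000 lists matched without the *smg* libraries, 1 reached it, a share of 0.0001. A stronger effect of the *clk-2* mutation on these transcripts at 25°C is a hypothesis that these libraries cannot separate from a difference between single libraries. Longer annotated 3’UTRs did not mark the protein-coding NMD targets. Their median was 117.5 nucleotides against 132 in matched lists, and 0.996 of the lists reached it, or 0.70 of those matched without the *smg* libraries, with a median of 120.5 (90.4% of the targets had an annotated 3’UTR).

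Reads from the reporter transgenes were tested as a source of changes in *lin-41*, *ets-4* and *unc-119*. *unc-119* was higher in all 3 mutants, with log2 fold changes of 1.19 in *smg-1*, 1.38 in *smg-2* and 1.68 in *clk-2*. Such reads would raise *unc-119* in all 3, *lin-41* in *clk-2* alone and *ets-4* in the *smg* mutants alone, by the strains of Table 1. *lin-41* was higher in *clk-2* (0.47) and lower in *smg-1* (-0.74) and *smg-2* (-0.28). *ets-4* was 0.29 in *smg-2*, but -0.17 in *smg-1* and 0.78 in *clk-2*, whose reporter has no *ets-4* sequence. At 25°C, in 1 library of each strain, *clk-2* differed from N2 by 0.061 for *ets-4*, 2.19 for *unc-119* and 0.25 for *lin-41*, so the rise of *ets-4* in *clk-2* was not seen there. The pattern that such reads would give was not seen as a whole at 20°C. Whether reporter reads underlie the changes of *unc-119* and *lin-41* remains open.

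In *clk-2* at 20°C, 11 of the 22 *pals* genes were called up and 0 down, at an unadjusted p under 0.05. The median difference from N2 was 1.24 in the shallow replicate 1 and 0.58 in the deep replicate 2, so depth alone did not make it. At 25°C it was 2.05 against N2. The family's median was also above 0 in *smg-1* (0.54) and *smg-2* (0.34), so a higher median was not particular to *clk-2*. The direction in *clk-2* at both temperatures and in both *smg* mutants was the same under quantile normalization, TMM and thinned reads. *pals-6*, itself an NMD target, had 3 and 1 reads in N2 and 78 and 198 in *clk-2*, at least 74.0-fold higher, with N2 set to the floor of 3 reads. No biological explanation was tested.

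*hsp-16.2* and *hsp-16.41* reached 831 and 735 normalized counts in N2 at 25°C and 164 and 158 in *clk-2*. Their median rise from 20°C was 4.23 (log2) in N2 and 3.86 in *clk-2*, 4.00 and 3.89 with quantile normalization, and both began lower in *clk-2*. With thinned reads the rise was 0.32 larger in N2, and with 1 library each a difference in the rise cannot be told apart from variation between libraries.

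Among the genes that changed most in *clk-2* at 20°C, *C06B3.7* fell from 1504 and 1551 normalized counts in N2 to 38.8 and 41.8, and *parg-2* from 1030 and 997 to 77.7 and 51.4. In N2 at 25°C, *C06B3.7* was at 227 and *parg-2* at 154, below both N2 libraries at 20°C. In *clk-2* at 25°C they were at 58.5 and 111. The log2 difference from N2 was -1.94 for *C06B3.7* and -0.46 for *parg-2* at 25°C, in 1 library of each strain. At 20°C it was -5.21 and -3.98, so the fall was smaller at 25°C. *C06B3.7* fell in *smg-1* (-2.65) and *smg-2* (-1.18) too. No explanation was tested.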
